# Maternal Western-Style High Fat Diet Induces Sex-Specific Physiological and Molecular Changes in Two-Week-Old Mouse Offspring

**DOI:** 10.1371/journal.pone.0078623

**Published:** 2013-11-05

**Authors:** Mona Mischke, Maurien G. M. Pruis, Mark V. Boekschoten, Albert K. Groen, Aditia R. Fitri, Bert J. M. van de Heijning, Henkjan J. Verkade, Michael Müller, Torsten Plösch, Wilma T. Steegenga

## Abstract

Maternal diet is associated with the development of metabolism-related and other non-communicable diseases in offspring. Underlying mechanisms, functional profiles, and molecular markers are only starting to be revealed. Here, we explored the physiological and molecular impact of maternal Western-style diet on the liver of male and female offspring. C57BL/6 dams were exposed to either a low fat/low cholesterol diet (LFD) or a Western-style high fat/high cholesterol diet (WSD) for six weeks before mating, as well as during gestation and lactation. Dams and offspring were sacrificed at postnatal day 14, and body, liver, and blood parameters were assessed. The impact of maternal WSD on the pups’ liver gene expression was characterised by whole-transcriptome microarray analysis. Exclusively male offspring had significantly higher body weight upon maternal WSD. In offspring of both sexes of WSD dams, liver and blood parameters, as well as hepatic gene expression profiles were changed. In total, 686 and 604 genes were differentially expressed in liver (*p*≤0.01) of males and females, respectively. Only 10% of these significantly changed genes overlapped in both sexes. In males, in particular alterations of gene expression with respect to developmental functions and processes were observed, such as Wnt/beta-catenin signalling. In females, mainly genes important for lipid metabolism, including cholesterol synthesis, were changed. We conclude that maternal WSD affects physiological parameters and induces substantial changes in the molecular profile of the liver in two-week-old pups. Remarkably, the observed biological responses of the offspring reveal pronounced sex-specificity.

## Introduction

Incidence of metabolic syndrome and other non-communicable diseases increased epidemic-like over the last decades. This not only puts a heavy burden on the individual, but also on the health care systems worldwide [1], [2]. It is commonly accepted that food patterns, such as a Western-style high fat diet (WSD), have a causal link to the development of metabolic syndrome and cardiovascular diseases [3]–[5]. In general, WSDs refer to highly processed diets that are rich in calories and have a high (saturated) fat and cholesterol content. Nowadays, this kind of food pattern is increasingly replacing a healthy low fat diet (LFD) in Western, as well as in newly industrialized countries (‘emerging economies’) [6]–[9].

Apart from the direct impact of nutrition on the individual’s health, an increasing number of studies substantiates that early-life nutritional cues co-determine the health status in later life by metabolic programming [10]–[13]. Currently, understanding of the metabolic programming mechanisms is still incomplete. Yet, evidence from human and animal studies progressively demonstrates that early-life nutrition affects the offspring’s epigenome, which is associated with gene expression status and adult health eventually [14]–[17]. Besides the pre-conceptional period, where the oocyte and sperm can be affected by nutritional and environmental factors [18], [19], the foetal and early post-natal stages seem to be the main susceptible periods for metabolic programming [13], [20]. In these perinatal periods, offspring’s nourishment is essentially provided by the mother, therefore basically linked to the maternal diet.

To date, the impact of varying maternal high fat diets (HFD) on the adult offspring was investigated in several animal studies, reporting primarily on physiological outcomes. Essentially, features of metabolism-related diseases were observed, including obesity, hypertension, poor glycaemic control, dyslipidaemia, and the development of diabetes and fatty liver [21]–[27]. Thereby, sex-specificity regarding nature and severity of effects was reported [21]–[25], [27], [28]. Knowledge of related molecular mechanisms is scarce and results mainly from targeted approaches. Hence, it is fragmentary and limited to selective genes and functions, including alterations in the hypothalamic regulation of energy homeostasis, as well as regulation of a limited number of genes and proteins related to liver development and function [14], [23], [25], [27], [29]–[31].

Moreover, most studies on the effects of maternal diet are designed to determine long-term effects on the offspring’s health, and focus on the adult period when disease patterns are distinct. During growing up, numerous factors act upon the offspring, which presumably blur the critical molecular impact of the maternal diet that account for metabolic programming effects. To circumvent this problem and to eliminate influencing factors apart from maternal diet, analysis of pre-weaning offspring will elucidate the direct molecular impact of maternal diet. This might contribute to the understanding of the influence of maternal environment, such as diet, on the offspring’s health status in adult life.

In the present study, we aimed to characterise the direct molecular impact of maternal WSD and its relation to the physiology of young pre-weaning C57BL/6 offspring. Importantly, we also considered potential sex-specificity of effects by analysing both male and female two-week-old offspring of dams receiving either a LFD or a WSD. In all mice, body, liver, and blood lipid parameters were determined and the liver transcriptome was monitored by microarray analysis. Our results indicate that maternal WSD has a clear impact on young offspring, which shows a strong sex-dependency for the physiological, as well as for the molecular outcome.

## Methods

### Ethics Statement

The national and institutional guidelines for the care and use of animals were followed, and the experimental procedures were reviewed and approved by the Ethics Committees for Animal Experiments of the University of Groningen, The Netherlands (ethics registration code 5709). All efforts were made to minimize suffering.

### Animals and Diets

Female C57BL/6 mice (five weeks of age) were purchased from Harlan (Horst, The Netherlands) and housed individually in the light- and temperature-controlled facility of the University Medical Center Groningen (lights on 7:00 am–7:00 pm, 21°C). The mice had free access to drinking water and were randomly assigned to either a semi-synthetic low fat control diet (LFD, 3.85 kcal/g; 10 E% fat, 20 E% protein, 70 E% carbohydrate; D12450B, Research Diets, New Brunswick, USA) that contained low amounts of cholesterol from lard (18.0 mg cholesterol/kg) or a semi-synthetic energy rich Western-style high fat diet (WSD, 4.73 kcal/g; 45 E% fat, 20 E% protein, 35 E% carbohydrate; D12451, Research Diets) that contained a high cholesterol content from lard (196.5 mg cholesterol/kg). After 6 weeks on their respective diets (pre-treatment period), the female mice were mated with males on control diet. In case conceiving failed, mice were allowed to re-mate. Throughout pregnancy and lactation, the dams received the same diets as during pre-treatment (Figure 1). Mice were allowed to deliver spontaneously and were left undisturbed with their litters for 24 h. Litter sizes were standardized to 5–7 pups, to ensure no litter was nutritionally biased. By natural circumstances, the litter size of some dams was reduced further, but not changing the overall male/female ratio within the diet significantly. Two weeks into lactation, dams and offspring were sacrificed by cervical dislocation under isoflurane anaesthesia. Blood was collected by cardiac puncture and livers were dissected, weighed, snap-frozen in liquid nitrogen, and stored at −80°C until further use. Both male and female offspring were included into further analysis, resulting in four experimental groups: male offspring from maternal LFD (m-LF; n = 6), male offspring from maternal WSD (m-WS; n = 6), female offspring from maternal LFD (f-LF; n = 9), female offspring from maternal WSD (f-WS; n = 6).

**Figure 1:**
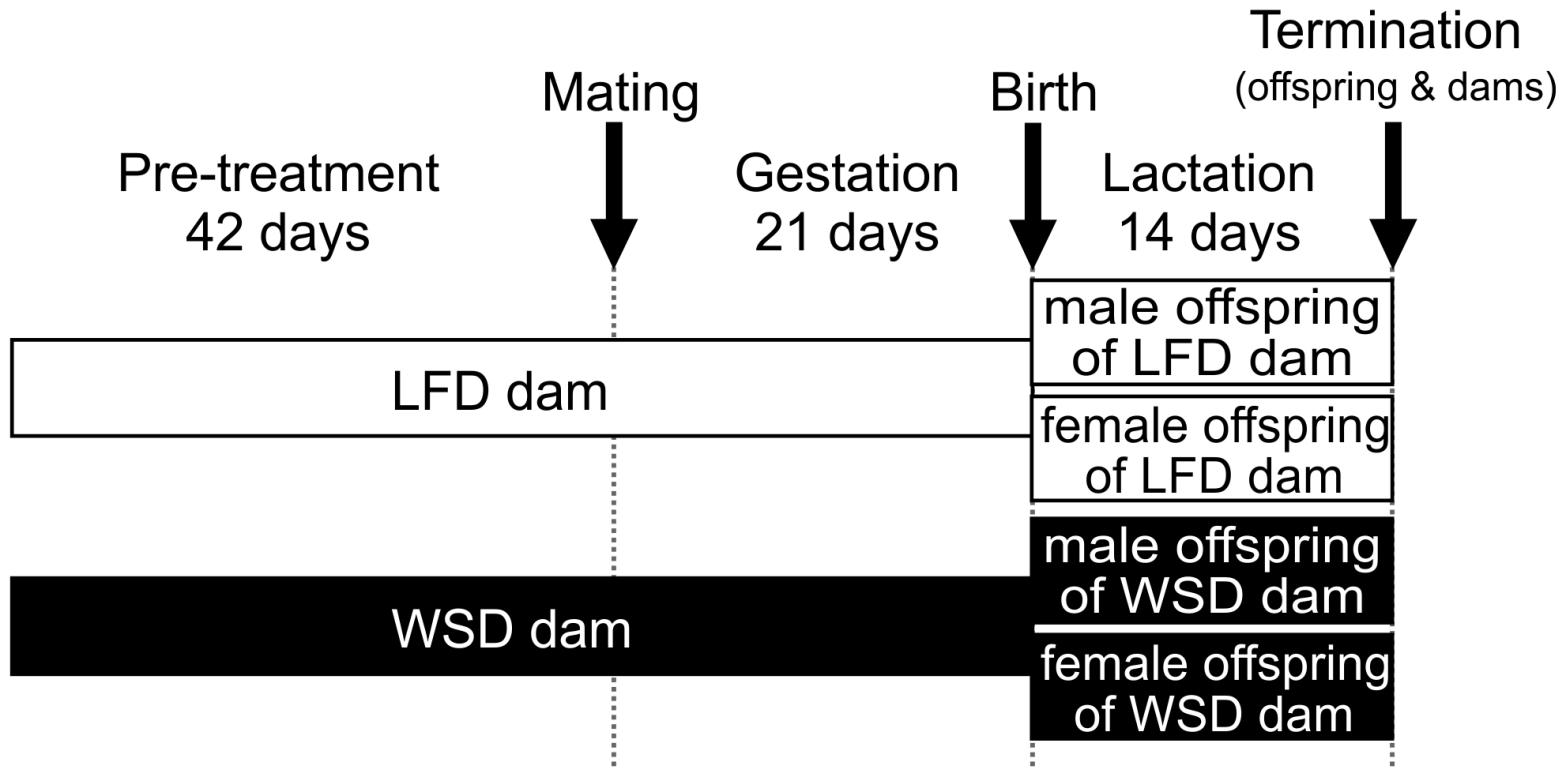
Study design. C57BL/6 dams received either a low fat control diet (LFD) or a Western-style high fat diet (WSD) throughout the study. The treatment started six weeks before mating and continued during gestation and lactation. Dams and offspring were sacrificed at postnatal week two. Male and female offspring were included into further analysis: male offspring from maternal LFD (n = 6), male offspring from maternal WSD (n = 6), female offspring from maternal LFD (n = 9), female offspring from maternal WSD (n = 6).

### Plasma lipids

Commercially available kits were used according to the manufacturers’ instructions to determine the lipid profiles, including triglycerides (Roche Diagnostics, Mannheim, Germany), total and non-esterified cholesterol (DiaSys Diagnostic Systems, Holzheim, Germany), and non-esterified fatty acids (Wako, Neuss, Germany) in blood plasma of dams and offspring.

### RNA Isolation

Total RNA was isolated from liver samples using TRIzol reagent (Invitrogen, Breda, The Netherlands), treated with DNAse, and purified on columns (RNAeasy microkit, Qiagen, Venlo, The Netherlands), all according to the manufacturers’ instructions. Purified RNA was immediately stored at −80°C until further use. RNA concentrations were determined using the NanoDrop ND-1000 UV-vis spectrophotometer (Isogen, Maarsen, The Netherlands). RNA integrity was verified on an Agilent 2100 Bioanalyzer with the 6000 Nano Kit using the Eukaryote Total RNA Nano assay according to the manufacturer’s instructions (Agilent Technologies, Amsterdam, The Netherlands). Samples were considered suitable for hybridization when they showed intact bands of 18S and 28S ribosomal RNA subunits, displayed no chromosomal peaks or RNA degradation products, and had a RNA integrity number (RIN) above 8.0.

### Microarray Hybridization and Analysis

Per offspring liver sample, 100 ng of purified RNA was used for the preparation of labelled cDNA, applying the Ambion Whole Transcript (WT) Expression kit (Life Technologies, Carlsbad, USA) in combination with the Affymetrix GeneChip WT Terminal Labelling kit (Affymetrix, Santa Clara, USA). All samples were hybridized at one time point to Affymetrix GeneChip Mouse Gene 1.1 ST arrays according to standard Affymetrix protocols. Quality control and normalisation were performed using Bioconductor software packages integrated in an on-line pipeline [32]. Normalised expression estimates of probe sets were computed by the robust multiarray (RMA) analysis algorithm available in the Bioconductor library AffyPLM using default settings [33]. Probe sets were redefined according to Dai *et al.* [34] and assigned to unique gene identifiers (IDs) of the Entrez Gene database, resulting in 21,225 assigned Entrez IDs. Array data were submitted to the Gene Expression Omnibus and are available under accession number GSE46359.

### Bioinformatic Analysis

Of the 21,225 defined genes covered by the microarray, only genes with an intensity value of ≥20 on at least 4 arrays and an interquartile range (IQR)≥0.1 were selected for further analysis. The remaining 11,362 genes were ranked based on their IQR value, and principal component analysis (PCA) was applied on the top 1,000 most variable genes using MultiExperimentViewer, version 4.8.1 [35], [36]. Signal 2log ratios, which represent fold changes (FC), and related significances of change were calculated from the mean signal intensities of maternal WSD groups and maternal LFD groups using intensity based-moderated t-statistics (IBMT) implementing empirical Bayes correction [37]. Resulting 2log ratios and *p*-values were applied for further descriptive bioinformatic analysis of the data. The method description and results of quantitative real-time PCRs that confirm the microarray data are presented as Supporting Information (Method S1 and Figure S1).

Ingenuity Pathway Analysis (IPA, Ingenuity^®^ Systems, www.ingenuity.com) was used to relate the microarray data to biological functions and canonical pathways. Genes that significantly changed in expression due to maternal diet (*p*-value≤0.01) were subjected to this comprehensive pathway and network analysis.

Gene sets related to biological functions that were most significant to the data, were expressed in heat maps using MultiExperimentViewer, version 4.8.1 [35], [36]. By hierarchical clustering based on Pearson correlation, gene data were organized into binary trees that group similar elements together.

### Statistical analysis

All physiological data are expressed as means ± standard deviation (SD). In dams, the differences between the mean values of the two diet groups were tested for statistical significance with a Student’s t-test. In offspring, effects of maternal WSD were tested by comparing mean values within one sex-group using one-way ANOVA and the Tukey post hoc test (SPSS Inc., Chicago, USA). For all tests, *p*-values≤0.05 were considered statistically significant.

## Results

### Body, liver, and blood parameters of dams and two-week-old offspring

To determine the impact of maternal diet on the body’s physiology and molecular function of the offspring’s liver, C57BL/6 dams were fed either a low fat diet (LFD, 10 E% fat, 18.0 mg cholesterol/kg) or Western-style high fat diet (WSD, 45 E% fat, 196.5 mg cholesterol/kg) six weeks pre-mating and continued during pregnancy and lactation (Figure 1). Dams on LFD and WSD had similar body weights at the different measuring time points (data not shown), except for the sacrifice time point. At sacrifice, WSD dams had a significantly higher body weight than LFD dams, accompanied by lower liver weight/body weight ratios at similar liver weights (Table 1). Fasted blood parameters, including triglycerides (TG), cholesterol, and non-esterified fatty acids (NEFA) were comparable at this time point.

**Table 1:** Physiological parameters in dams fed LFD or WSD at two weeks post-delivery.

	Low fat	Western-style
Body weight (g)	27.35±1.67	32.21±1.19*
Liver weight (g)	2.28±0.31	2.00±0.15
Ratio liver/body weight (%)	8.33±0.64	6.22±0.31**
**Plasma lipids**		
Triglycerides (mmol/L)	0.62±0.10	0.73±0.06
Cholesterol (mmol/L)	1.70±0.40	2.50±0.79
Non-esterified fatty acids (mmol/L)	0.22±0.04	0.32±0.09

* *p*-value≤0.05; ** *p*-value≤0.01

The body weight of offspring from WSD and LFD dams at postnatal day (PD) 8 and PD14 (sacrifice) showed a significant increase over time that was independent from sex or diet (Figure 2A). At both time points, male offspring of WSD dams were significantly heavier than offspring of LFD dams. For female offspring, significant differences in body weight were not detected at any time (Figure 2A). In both sexes, liver weight was significantly higher at sacrifice in offspring of WSD dams, leading to a significant increased liver weight/body weight ratio in WSD females only (Figure 2B and C). For blood parameters, likewise differences between the sexes were observed: in male offspring of WSD dams, plasma TG and plasma cholesterol levels were significantly higher and lower, respectively, when compared with offspring from LFD dams (Figure 2D). In females, only NEFA plasma levels were affected by the mother’s diet, and were significantly lower in WSD offspring (Figure 2D).

**Figure 2:**
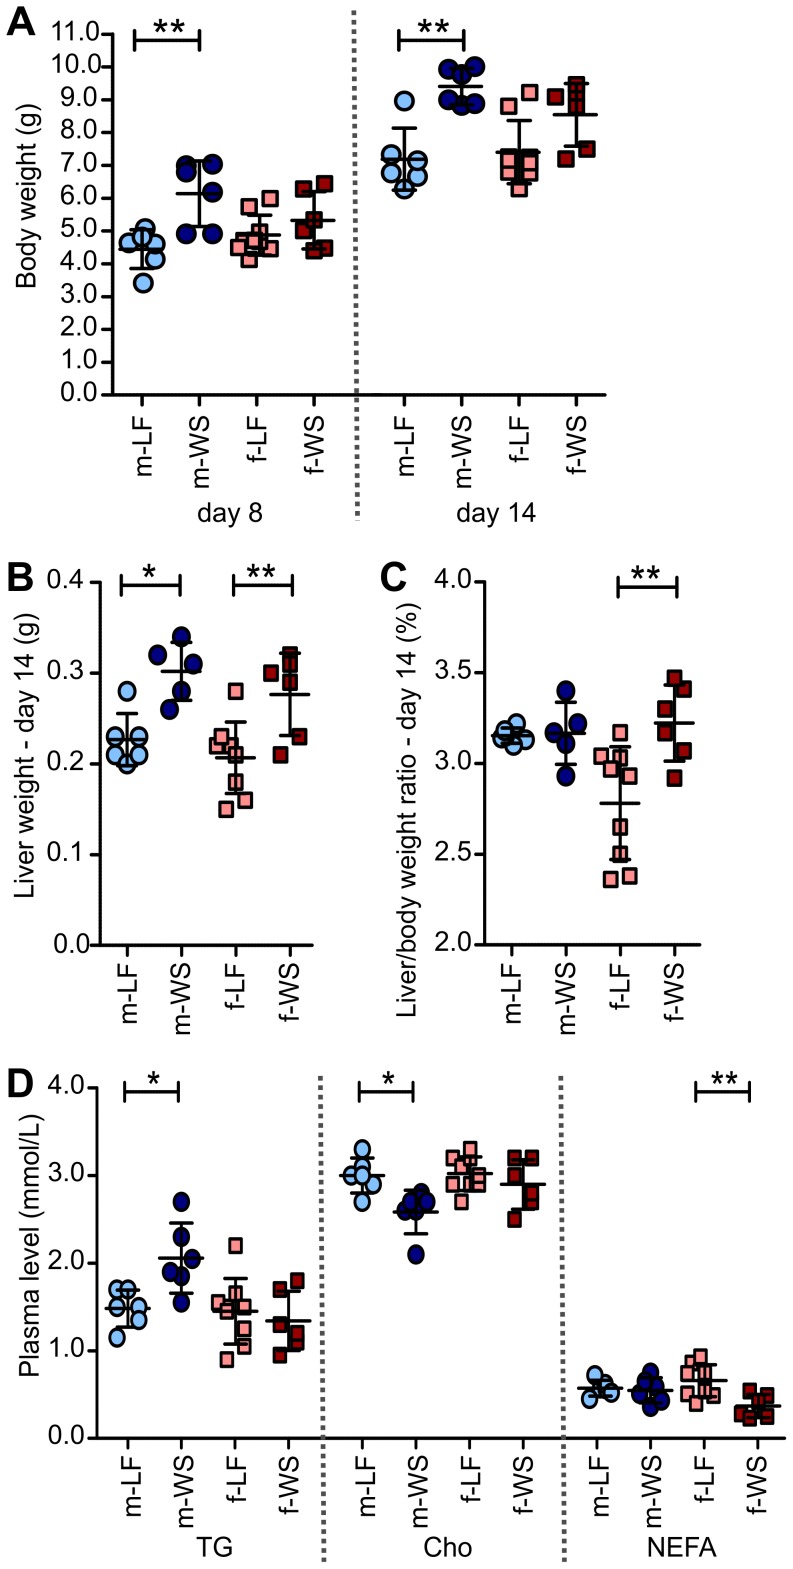
Offspring’s body, liver, and blood parameters. (A) Body weight at postnatal day (PD) 8 and 14, (B) liver weight at PD 14, (C) liver weight/body weight ratio, and (D) plasma triglycerides (TG), plasma cholesterol (Cho), and plasma non-esterified fatty acids (NEFA) were determined in offspring of maternal LFD or maternal WSD. Light blue circle = male/maternal LFD; dark blue circle = male/maternal WSD; pink square = female/maternal LFD; red square = female/maternal WSD. *p≤0.05; **p≤0.01.

### Changes in gene expression upon maternal WSD

To evaluate the molecular effects of maternal WSD during the pre- and gestational period and during lactation, we performed microarray analysis (MA) on liver RNA from two-week-old offspring. 

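Liver RNA of 27 pups of 2 weeks of age was hybridised to Affymetrix Mouse Gene ST arrays, 1 array per pup. The pups were 6 males and 9 females of LFD dams and 6 males and 6 females of WSD dams. The LFD gave 10% of its energy as fat with 18.0 mg cholesterol per kg, and the WSD 45% with 196.5 mg per kg, from 6 weeks before mating. The table used here holds log2 intensities that the authors computed by RMA over all arrays, for 35556 probe sets of the manufacturer's design, from 1.51 to 13.58; the median of an array lay between 5.34 and 5.43. The redefinition of the probe sets to Entrez genes that the methods describe is not part of this table, so genes were taken from the probe set annotation. Of the 21218 probe sets listed with a single gene, the one with the highest mean was kept per gene, which gave 18820 genes. After the filters of the paper, an intensity of at least 20 on at least 4 arrays and an IQR of at least 0.1, 10810 genes were tested. One limma model with a mean per group and a prior variance that follows the intensity gave the change by maternal diet within each sex, the difference between these changes, and the differences between the sexes on each diet. A gene is said to have risen, fallen or changed when its p was at most 0.01, the threshold of the paper; p adjusted over all genes (Benjamini-Hochberg) is given beside it, and fold changes are on the log2 scale, WSD minus LFD. The 26 gene lists and the rule for the genes to be named were set before the data were examined. A list is said to have shifted when camera of limma, at a preset correlation of 0.01, gave an adjusted p under 0.05 for its mean change against the other genes. The number of pups limits the precision: within a group the median SD of a gene was between 0.12 and 0.13. The array names also carry a number that the labels do not define (37, 49 and 50 on LFD, and 39, 40 and 48 on WSD). Each number lies within 1 maternal diet, so the main counts are also given with this number as a random block. The number may mark dams or litters. If it does, p-values that take pups as independent overstate the precision of the diet comparison.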

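On maternal LFD, the genes that differed between males and females were those of the sex chromosomes. The Y-linked genes Uty, Eif2s3y and Kdm5d were higher in males by 5.04, 5.53 and 3.63, with an adjusted p of at most 3.99e-27. Xist, the noncoding RNA that silences an X chromosome in female cells, had a male minus female difference of -7.02 (adjusted p = 1.05e-08), although 2 of the males, m-LF6 and m-WS1, also gave an Xist signal. The X-linked genes Kdm6a, Eif2s3x, Kdm5c and Pbdc1 were lower in males, with differences from -0.61 to -0.33 and an adjusted p of at most 0.0209. These 8 genes were all that passed an adjusted p of 0.05 on LFD, and 148 genes passed p 0.01 where 108 of 10810 would by chance alone. For maternal WSD against LFD, 1546 genes in males and 1564 in females had a p of at most 0.05, where 540.5 would by chance alone.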

The distribution of IBMT *p*-values of resulting data indicated a similar gene expression profile for males and females at baseline (maternal LFD) and differential gene expression between maternal WSD and LFD exposures in all offspring (data not shown). Principal component analysis (PCA) of the top 1,000 most variable genes was performed, using the inter quartile range (IQR) of all samples as indicator of variability of gene expression. As shown in Figure 3A, the samples distinctly separate into two clusters by principle component (PC) 1, which accounts for 28% of the gene expression variation. 

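Sex chromosome genes carried most of PC1. Xist alone made up 23.3% of the squared loadings of PC1, and with the Y-linked Eif2s3y, Uty and Kdm5d the share was 55.3%. On PC2 the same 4 genes made up 26.8%. PC1 held 25.1% of the variance of the 1000 most variable genes and PC2 21.5%. The males lay from -0.13 to 10.3 on PC1 and the females from -9.10 to 0.84. Without the 4 genes, PC1 held 28.5%, with males from -9.24 to 7.73 and females from -8.19 to 9.56.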

One cluster contains the male samples and the other one the female samples. Within the males, another moderate clustering by PC2 (20%) was detected. It mainly separates the group of male offspring from LFD dams from the group of male offspring from WSD. 

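Besides the sex chromosome genes, no gene held more than 3.52% of the squared loadings of PC2, the share of Dmbt1, a secreted scavenger receptor of epithelia. Smaller shares included those of Ngp (1.06%), Mmp8 (0.768%), Igll1 (0.72%) and S100a8 (0.688%), and of the drug-metabolising enzymes Cyp2b10 (1.02%) and Cyp2c50 (0.682%). Males of WSD dams had higher PC2 values than males of LFD dams, 1.00 ± 2.28 against -7.32 ± 5.49 (SD, n = 6 each; exact permutation test, 2-sided, p = 0.0152). They also differed on PC1, with 9.21 ± 1.11 against 2.47 ± 1.80 (exact permutation test, p = 0.00216, the smallest p that 6 pups against 6 allow), and each WSD male lay above each LFD male there.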

Still, one male pup of maternal LFD (m-LF6) rather clustered with the male offspring of the WSD dams. This is probably caused by an idiosyncratic gene expression profile, as this mouse showed similar behaviour in the heat maps (see below) of Wnt/beta-catenin pathway and fatty acid metabolism, but not in the cholesterol metabolism. 

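In m-LF6, the CAR target Cyp2b10, an enzyme of drug metabolism, was at 7.93 on the log2 scale, within the range of the males of WSD dams (7.71 to 8.53) and above the other 5 males of LFD dams (5.77 to 6.28). Igll1, the surrogate light chain of B cell precursors, was at 7.16 in this pup, against 5.76 to 6.00 in the other LFD males and 6.78 to 7.66 in the WSD males. The ligand Wnt2 was at 5.75, against 6.57 to 6.91 and 5.26 to 6.10 in the same groups. The LFD females of the same number, 50, were f-LF8 and f-LF9. Their Igll1 was at 7.48 and 7.14, against 5.81 to 6.49 in the other LFD females. Their Cyp2b10 was at 7.76 and 7.38, against 6.63 to 7.07, and their Wnt2 at 5.25 and 6.62, against 5.75 to 7.02. On the mean of 20 genes of cholesterol synthesis, m-LF6 was the lowest of the LFD males, at -0.32 relative to their mean. On PC2, the pup lay at 2.84 while the other LFD males lay between -11.9 and -5.52. Its Xist signal was 9.30, against 3.82 ± 0.39 in 10 other males (SD) and at least 11.67 in the females, and m-WS1 had 7.92. Without m-LF6, many more genes changed in males at an adjusted p under 0.05, 289 against 79 with it.

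**Figure D1:**
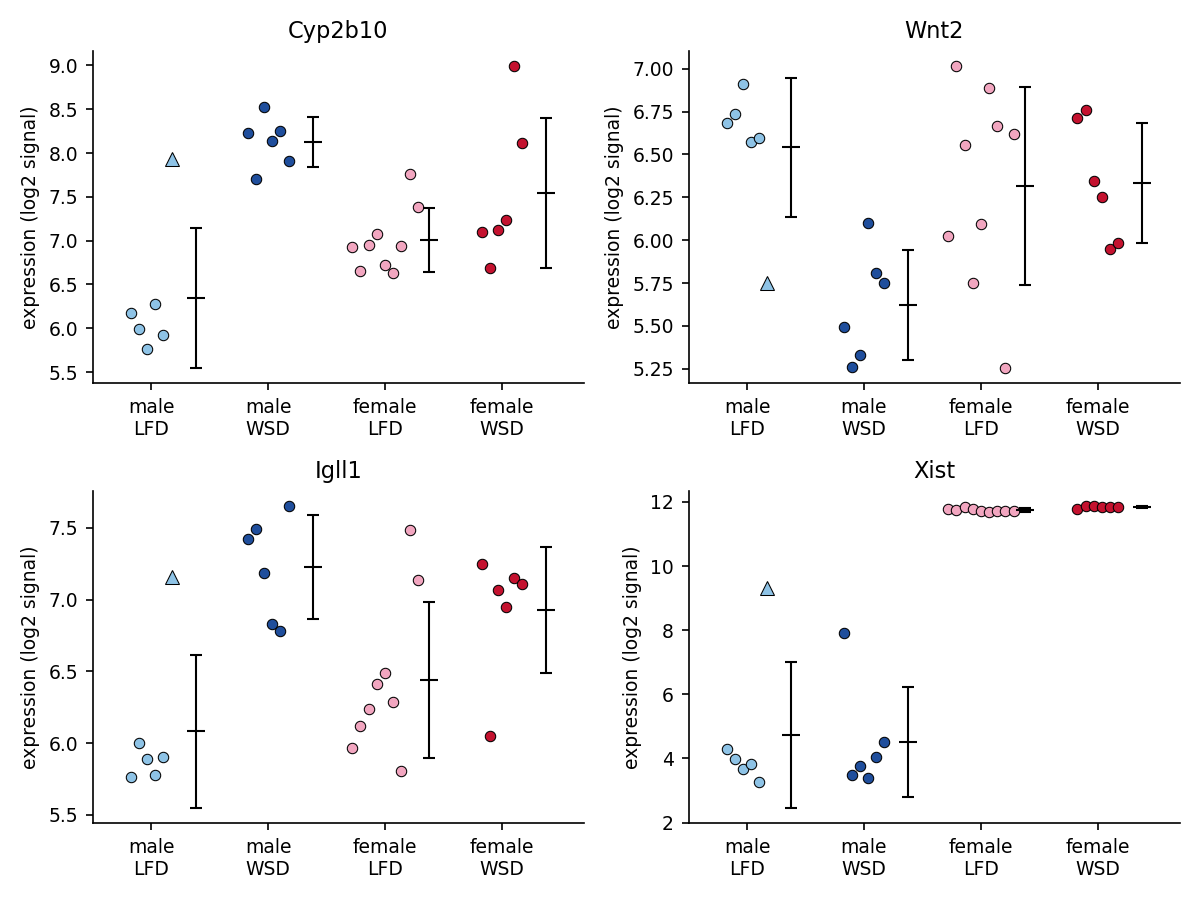
Log2 signal of Cyp2b10, Wnt2, Igll1 and Xist in each pup by sex and maternal diet, with m-LF6 as a triangle; bars give mean and SD (n = 6, 6, 9 and 6). m-LF6 lies at 7.93 for Cyp2b10, 5.75 for Wnt2, 7.16 for Igll1 and 9.30 for Xist.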

In females, a pronounced second clustering by PC2 was not detectable. In addition, no clear separation was visible with further components (e.g. PC3 and PC4, data not shown).

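In females, Cyp2b10, with a high PC2 loading, was at 7.00 ± 0.37 on LFD (SD, n = 9) and 7.54 ± 0.85 on WSD (SD, n = 6), and its 2 highest WSD values came from f-WS5 and f-WS6. Its 2 highest LFD values, 7.76 and 7.38, came from f-LF8 and f-LF9. PC2 did not separate the maternal diets, with females from -3.90 to 11.2 on LFD and from -2.50 to 6.97 on WSD (exact permutation test, 2-sided, p = 0.291). On PC1, PC3 and PC4 the exact p in females was 0.41, 0.122 and 0.187. Without the sex chromosome genes, the diets differed on PC1 in males (exact permutation test, p = 0.00649), and in females the exact p was 0.329; the difference between the sexes on this axis was not tested.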

**Figure 3:**
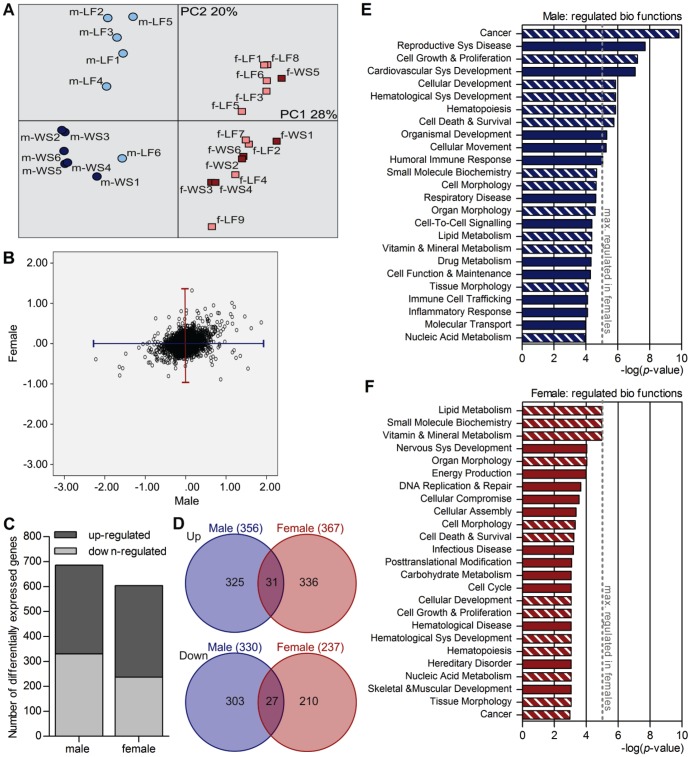
Maternal diet-induced profiles of liver gene expression and biological functions. (A) PCA was performed with the top 1,000 most variable genes (based on IQR) of the microarray analysis. (B) The gene expression response (displayed as 2log-ratio of maternal WSD-maternal LFD) of male and female offspring is plotted against each other. (C) By maternal WSD significantly up- or down-regulated genes (*p*≤0.01) are shown for male and female offspring. (D) Significantly up- or down-regulated genes (*p*≤0.01) in both sexes were compared and are shown as Venn diagrams. (E) and (F) Ingenuity Pathway Analysis (IPA) was carried out on genes that were significantly differentially expressed upon maternal WSD. The top 25 regulated biological functions in males and females respectively, are displayed. Hatched bars = biological functions that occur in the top 25 of both sexes. Filled bars = biological functions that are specific for one sex. Sys = System.

Using the offspring of LFD dams as a reference, we calculated 2log ratios of gene expression in male and female offspring of WSD dams separately, to identify differentially expressed genes between diets within the two sexes. Thereby, a 2log ratio of 1 corresponds to a fold change (FC) of 2. 

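The largest rise in males was that of Cyp2b10, from 6.34 ± 0.80 on LFD to 8.13 ± 0.29 on WSD (SD, n = 6 each), a change of 1.78 (standard error 0.31, adjusted p = 0.007). Mug2, a protease inhibitor, rose by 1.32 (adjusted p = 0.0443), and Krt20, a keratin of gut epithelium, by 1.19 (standard error 0.17, adjusted p = 0.000932). Cyp2c54 and Cyp2c50, further enzymes of drug metabolism, fell by 1.54 (adjusted p = 0.0466) and 1.52 (adjusted p = 0.00448). Afp, the foetal serum protein, fell by 1.48 (standard error 0.33, adjusted p = 0.0333). Over 52 other settings the change of Afp lay between -2.04 and -0.53, and it did not pass in 2. The lowest ratio, -2.27 for Dmbt1, had a standard error of 0.93 and did not pass the test (adjusted p = 0.234). For Cyp2b10 and Mug2, m-LF6 stood apart from the other LFD males. Changes of at least 1 in size were seen for 20 genes and of at least 0.5 for 145 genes.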

Plotting the ratios for the whole gene set in a scatter plot (Figure 3B) revealed that gene expression of male offspring was strongly affected by maternal WSD, with ratios from −2.22 to 1.87. In females, the response was weaker (ratios between −0.89 and 1.32) and did not correlate with the male response. 

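In females, the largest rise was that of Sqle, squalene epoxidase of cholesterol synthesis, from 5.34 ± 0.50 on LFD (SD, n = 9) to 6.66 ± 0.99 on WSD (SD, n = 6), a change of 1.31 (adjusted p = 0.0712). Krt20 rose by 0.91 (standard error 0.15, adjusted p = 0.00704), and Fabp2, the intestinal fatty acid binding protein, by 0.52 (standard error 0.09, adjusted p = 0.00701). The largest fall was that of the desmoglein Dsg1c, at -0.85. Only Sqle reached a size of 1, and 40 genes reached 0.5. Across the 10810 genes, which are not independent replicates, the changes in males and females had Pearson's r = 0.28 and Spearman's rho = 0.20; r was -0.01 without the pups of number 48. Across the genes that changed in males r was 0.51, and across those that changed in females 0.52.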

Although numerous genes in females were regulated in the same direction as in males upon maternal WSD, a substantial number was regulated oppositely.

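The genes with the clearest difference between the sexes in their response were Pklr, Lacc1, C2 and Cyp3a44. Pklr, the pyruvate kinase of liver, fell in males by 0.42 (adjusted p = 0.00448) and had a change of 0.03 in females (adjusted p = 0.893). C2, a complement component, fell in females by 0.27 (standard error 0.05, adjusted p = 0.0138) and had a change of 0.07 in males. For all 4 genes the adjusted p of the difference between the sexes was 0.182, the smallest of all genes. With limma, no gene had a difference in response at an adjusted p under 0.05; 270 genes had one at p 0.01 and 1060 at p 0.05. The change had the same sign in both sexes for 6090 genes (56.3%) and the opposite sign for 4720.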

In total, a maternal WSD caused approximately the same number of significantly (*p*≤0.01) differentially expressed genes in male and female offspring, 686 and 604 genes respectively (Figure 3C; for detailed lists of the differentially regulated genes and their functions indicated by the Gene Ontology Database see Gene lists S1). 

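In males the changed genes included the carboxylesterase Ces1e, which rose by 0.61 (standard error 0.11, adjusted p = 0.0114), and the junction protein Jam2, which fell by 0.79 (adjusted p = 0.0155). In females they included carbonic anhydrase Car2, which rose by 0.30 (adjusted p = 0.0265), the calcium pump Atp2b2, which rose by 0.59 (adjusted p = 0.0294), and Mustn1, which fell by 0.49 (standard error 0.07, adjusted p = 0.00219). At p 0.01, 608 genes changed in males and 561 in females. At an adjusted p under 0.05, 79 changed in males and 33 in females. With the number of the array names as a random block, the counts at p 0.01 were 422 and 381, and those at the adjusted threshold were 7 and 9. When single pups were left out, the counts at the adjusted threshold lay between 11 (without m-LF2 or m-WS3) and 289 (without m-LF6) in males and between 4 (without f-WS3) and 53 (without f-LF3) in females. Leaving out whole numbers moved these counts further than any single pup did, in both directions and in both sexes. With arrays of the same number and sex averaged, 122 genes rose and 120 fell in males at p 0.01, and 121 and 54 in females.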

In both cases, about half of these differentially expressed genes were up-regulated and half were down-regulated by maternal WSD. 

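Among the genes that rose in males were the keratin Krt23 at 0.80 (adjusted p = 0.0387) and the vessel growth factor Angpt2 at 0.85 (adjusted p = 0.0437), and among those that fell was the actin-bundling Pls1 at -0.32 (adjusted p = 0.00519). Of the genes that changed in males, 327 rose and 281 fell (53.8% rose). In females, 389 rose and 172 fell (69.3% rose). The share that rose in females was 57.1% when each array was centred on its median and 50.4% when quantile normalisation was repeated on the deposited values, and in males it was 54.3% and 52.5%.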

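Genes that rose in both sexes included Clec2h, a lectin of gut epithelium, with 0.52 in males and 0.68 in females (adjusted p = 0.106 and 0.031), and the carboxylesterase Ces1g with 0.82 and 0.75 (adjusted p = 0.0947 and 0.113). The mitochondrial sulphide oxidoreductase Sqor rose by 0.32 and 0.20 (adjusted p = 0.0227 and 0.122). Steap2, a metalloreductase, fell by 0.27 in each sex (adjusted p = 0.0227 and 0.0138), and Rarres1 fell by 0.55 and 0.40 (adjusted p = 0.0274 and 0.087). In all, 27 genes rose in both sexes where 11.8 would by chance (Fisher's exact test, p = 5.48e-05), and 18 fell in both where 4.47 would (p = 5.03e-07, Fisher's exact test). The genes that rose in both were 8.26% of the rises in males and 6.94% of those in females, and for the falls the shares were 6.41% and 10.5%. Of the 31 genes that Table 2 lists as up in both sexes, 28 were tested and all had a positive change in both; of the 26 listed as down, 20 were tested and all had a negative change in both. Table 2 was drawn from these same pups, so these counts are not independent evidence. The counts and shares moved with single pups: 16 rises without f-WS3 or f-WS6 (5.14% and 4.79% of those in males), 4.46% of the rises in females without m-WS4, 31 falls without f-LF8 (10.6% of those in males and 18.0% in females) and 11 without f-WS3 (4.14% in males), 9.71% of the falls in males without f-LF9 and 15.7% of those in females without m-LF6. Fisher's test takes the sexes as independent, but they share all numbers of the array names other than 39: with the number as a random block 15 genes rose in both, without number 48 4 rose where 4.5 would by chance and 7 fell, without 40 and 49 17 and 7 rose and 6 and 4 fell, and without 39 and 50, 50 and 113 rose and 36 and 62 fell.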

Interestingly, comparison of the subsets of significantly up- and down-regulated genes revealed that only about 10% of the up- or down-regulated genes overlapped in both sexes (Figure 3D). In addition, there were also four genes that were significantly differentially expressed by maternal WSD, but in opposite directions in males and females (Table 2).

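Abcg8, part of the sterol efflux pump of the canalicular membrane, rose in males by 0.27 (standard error 0.09) and fell in females by 0.24 (standard error 0.08). Its change did not pass in 14 of 52 other settings in males and in 17 of 52 in females. Mrgpre, an orphan receptor, and the desmoglein Dsg1c also rose in males, by 0.28 and 0.90, and fell in females, by 0.27 and 0.85. Lacc1, listed in Table 2 as 9030625A04Rik, fell in males by 0.27 and rose in females by 0.26, and Cyp3a44, an enzyme that is higher in the adult female liver, fell by 0.40 and rose by 0.32. Paqr9 and Tmem64 fell in males by 0.22 and 0.16 and rose in females by 0.18 and 0.13. These were 7 genes, where chance would give 5.20 that rise in males and fall in females and 10.1 of the other kind (3 and 4 seen; Fisher's exact test, p = 0.496 and 0.0494). None passed an adjusted p of 0.05 for the difference between the sexes, where limma gave 0.182 to 0.316. Dsg1c and Tmem64 fell outside the rule for named genes and were chosen after their values were seen, and with the number of the array names as a random block the count was 2. Without single pups it lay between 2 and 9 (2 without m-LF5 or f-WS3; 3 without m-LF1, m-LF4, m-WS2, f-LF4, f-LF8, f-WS1, f-WS2 or f-WS4; 4 without m-LF2, m-LF3, m-WS3, f-LF1, f-LF5 or f-LF7), and without number 37, 39, 40, 49 and 50 it was 2, 3, 0, 3 and 3; Tmem64 in females did not pass in 33 of 51 other settings, Dsg1c in males in 28 of 52, and Dsg1c and Paqr9 in females in 19 of 52 each.

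**Figure D2:**
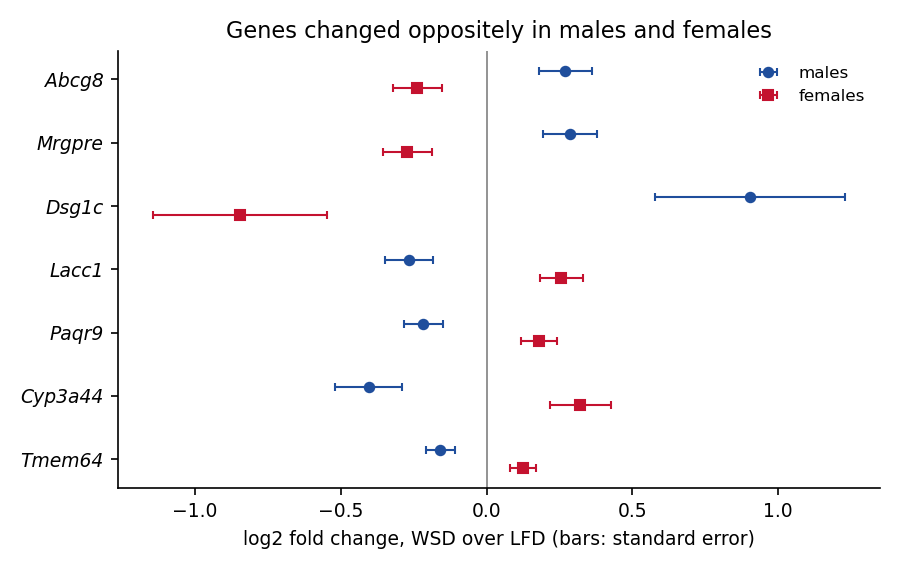
Log2 fold change (WSD over LFD) with its standard error for the 7 genes with opposite changes, males as circles (n = 6 and 6) and females as squares (n = 9 and 6). Males and females lie on opposite sides of 0 for each gene, from 0.90 and -0.85 for Dsg1c to -0.16 and 0.13 for Tmem64.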

**Table 2:** Genes that are differentially regulated (*p*≤0.01) upon maternal WSD in male and female offspring (for functional information see Gene lists S1).

up-regulated in males and females		down-regulated in males and females		oppositely regulated
Akr1c13	Ncl	Ang	Prpf4	9030625A04Rik
Atp5c1	Nid2	Bmyc	Rarres1	Abcg8
Atp6v0e	Pcyt1a	Casp8	Rnase4	Mrgpre
Bcas2	Pgrmc2	Cldn25	Rnd2	Paqr9
Ccbl1	Phpt1	Gdf10	Sntb1	
Ces1e	Ppa1	Gfra1	Steap2	
Ces1g	Ppap2c	Grtp1	Syt1	
Chst3	Psmb10	Igsf9	Tmem200b	
Clec2h	Qdpr	Isyna1	Tox	
Ctnnbip1	Sdhb	Itih5	Zfhx2	
Dnahc11	Slc36a1	Leprotl1	Zfp27	
Idh2	Slc9a3r1	Mustn1		
Il7	Sqrdl	Mxra8		
Krt20	Susd1	Myo15b		
Meg3	Tead1	NA		
Mgea5		Olfml1		

### Changes in biological functions and pathways upon maternal WSD

To investigate which biological functions and pathways the differentially regulated genes affect, data were analysed using Ingenuity Pathway Analysis (IPA). As can be seen in Figure 3E and 3F, 13 of the top 25 regulated biological functions were regulated in both sexes, but differed in ranking. The remaining 12 regulated biological functions differed between males and females (Figure 3E and F). In IPA, the significance of regulation of a biological function is indicated by -log(*p*-values), which are calculated based on the number of regulated genes in relation to the total number of genes attributed to the function. Thereby, a -log(*p*-value) of 10 relates to a *p*-value of 1.0*10^−10^ and a -log(*p*-value) of 5 relates to a *p*-value of 1.0*10^−5^. In males, the top 10 regulated biological functions had -log(*p*-values) between 9.82 and 5.28. In females, the regulation of biological functions was less pronounced, with maximal -log(*p*-value) of 4.96.

In males, the strongest regulated biological functions included most notably (cell) developmental functions, such as *Cellular Growth & Proliferation*, *Cellular Development*, and *Haematological System Development*. In contrast, in females, especially functions that relate to metabolism and energy homeostasis were among the highest regulated functions, including *Lipid metabolism*, *Vitamin & Mineral Metabolism*, and *Energy Production*. 

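In males, 4 of the 17 measured markers of neutrophils and myeloid precursors rose and none fell, with a mean change of 0.45 (0.28 without number 37, 0.73 without number 50). Cxcr2, a chemokine receptor of neutrophils, rose by 0.39 (adjusted p = 0.0796), and the granule proteins S100a9 and Ltf by 0.82 (adjusted p = 0.137) and 0.73 (adjusted p = 0.168). Adjusted over the list alone, 8 of these markers rose; the list had an adjusted p of 1.62e-06, and adjusted p = 0.494 with an estimated correlation. Of 17 B and T lymphocyte markers, 5 rose and 1 fell (9 and 1 adjusted over the list alone), with a mean of 0.37 and an adjusted p of 0.00543; the adjusted p was 0.494 with an estimated correlation. The B cell genes Igll1, Ebf1 and Cd79a rose by 1.14 (adjusted p = 0.0332), 0.89 (adjusted p = 0.0856) and 0.84 (adjusted p = 0.0947). Of 26 cell cycle genes, 3 fell and none rose (1 fell adjusted over the list alone): cyclins Ccne1 at -0.45 (adjusted p = 0.0511) and Ccnd2 at -0.18 (adjusted p = 0.122), and the replication factor Cdc6 at -0.28 (adjusted p = 0.158). The mean of this list was -0.13 (adjusted p = 3.39e-05, and adjusted p = 0.494 with an estimated correlation). Of 15 erythroid markers 1 rose, none did adjusted over the list alone, and their mean was 0.03 (adjusted p = 0.941). Of 14 foetal liver and imprinted growth genes, 3 fell and 1 rose (the same counts adjusted over the list alone), with a mean of -0.18 (-0.10 without m-LF5, -0.06 without number 48) and an adjusted p of 0.0344; the adjusted p was 0.494 with an estimated correlation and 0.0601 with the number of the array names as a random block. Meg3, a noncoding RNA of the imprinted Dlk1 region, was the one that rose, by 0.55 (adjusted p = 0.129). Pup by pup, the exact permutation p was 0.0584 for the myeloid and 0.0195 for the lymphocyte markers (adjusted over the lists 0.217 and 0.169). All 6 WSD males lay above the LFD mean for both; for the myeloid markers, m-LF5 of the LFD males (0.73) lay above every WSD male (highest 0.65), and the 2 LFD males of number 50 had a mean of 0.56 against 0.36 for the 4 WSD males of number 48.

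**Figure D3:**
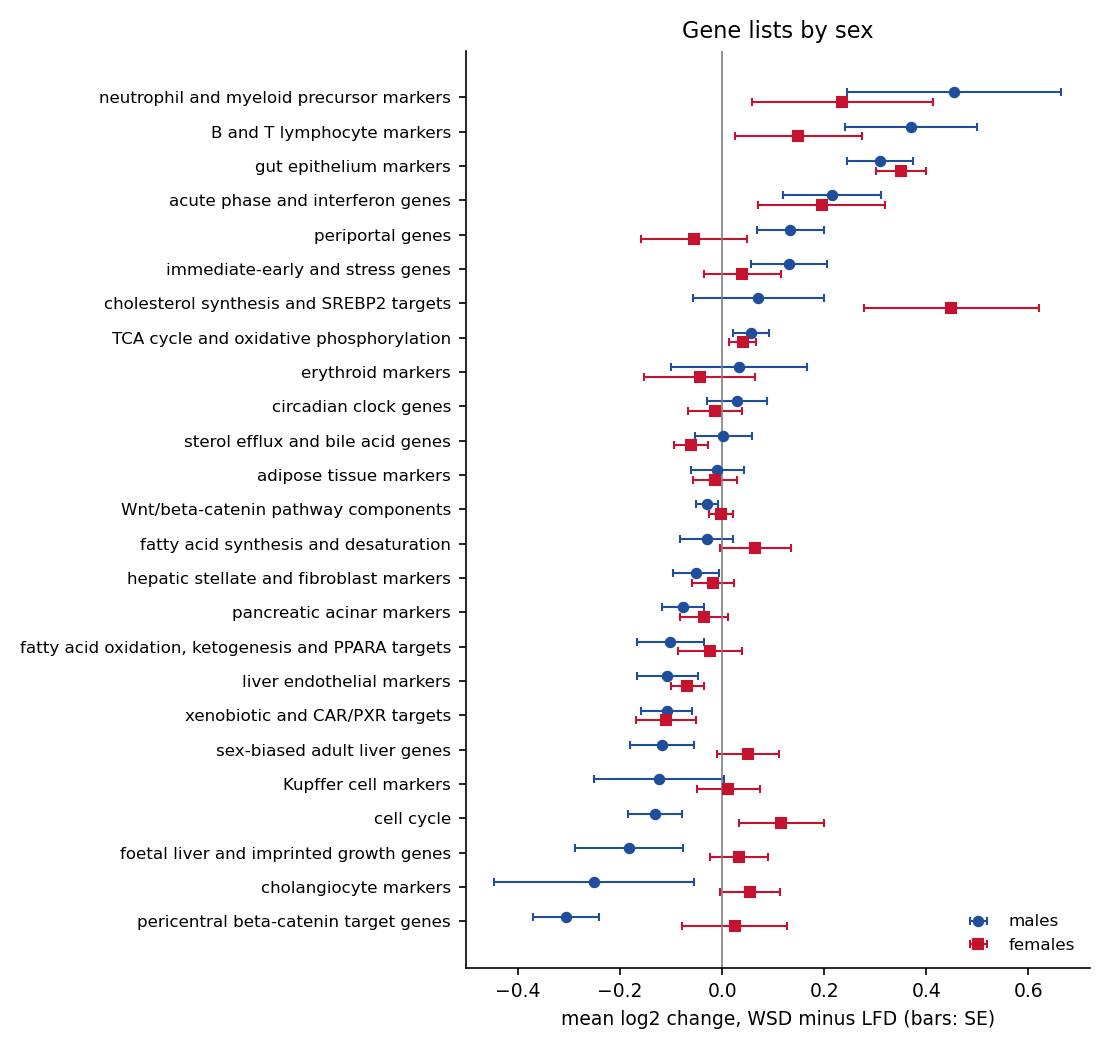
Mean log2 change (WSD minus LFD) of each gene list in males (circles) and females (squares), with the standard error of the difference between the group means of the pups' scores (n = 6 and 6 males, 9 and 6 females). In males the lists range from -0.31 for the pericentral genes to 0.45 for the myeloid markers; the Y-linked and Xist genes are left out.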

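In females, genes of fatty acid handling changed in both directions. The desaturases Fads1 and Fads2 rose by 0.18 (adjusted p = 0.0662) and 0.13 (adjusted p = 0.155), and Mlxipl, the carbohydrate-responsive transcription factor of lipogenesis, fell by 0.20 (standard error 0.04, adjusted p = 0.0294). Cpt2, which takes fatty acids into mitochondrial oxidation, rose by 0.13 (adjusted p = 0.0852), and Ehhadh, of peroxisomal oxidation, fell by 0.35 (adjusted p = 0.0796). Of 19 genes of fatty acid synthesis and desaturation, 2 rose and 1 fell, also adjusted over the list alone (mean 0.06, adjusted p = 0.294). Of 22 genes of fatty acid oxidation and ketogenesis, 2 rose and 1 fell, also adjusted over the list alone (mean -0.02, adjusted p = 0.705). Of 23 genes of the TCA cycle and oxidative phosphorylation, 3 rose and none fell, 2 adjusted over the list alone (mean 0.04, adjusted p = 0.353). Xenobiotic and CAR/PXR targets shifted to lower values in females, with a mean of -0.11 over 22 genes, of which 1 fell, none adjusted over the list alone (adjusted p = 0.0118, and adjusted p = 0.813 with an estimated correlation); without number 40 and 48 the mean was -0.04 and -0.17.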

Except for *Energy Production*, the above-mentioned functions were also listed in the top 25 of the other sex, but on a much lower rank.

### Differential gene expression of the Wnt2-related gene set

Various pathways and sub-functions correspond to biological function categories in IPA. Figure 4 and 5 display heat maps of gene sets that relate either to developmental or metabolic functions, which were regulated upon maternal WSD according to IPA. Represented gene sets were received from the integrated knowledge base of IPA and the KEGG pathway database. Only genes significantly differing in gene expression depending on maternal diet in at least one of the sexes are displayed.

**Figure 4:**
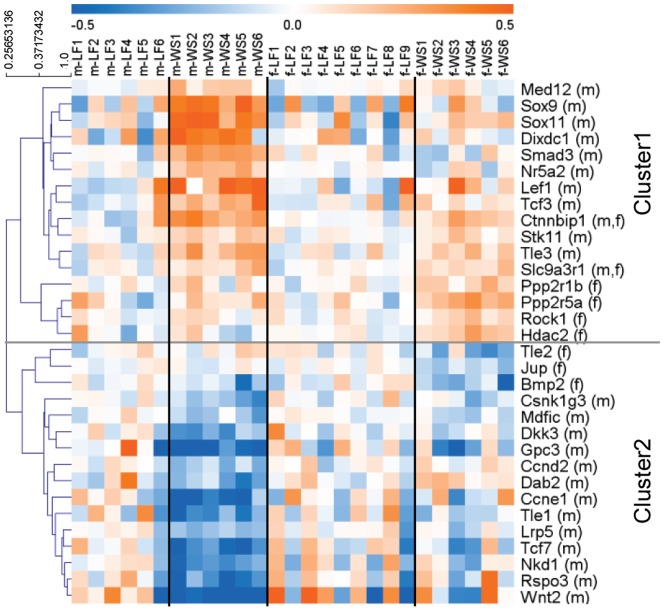
Heat map of Wnt/beta-catenin pathway. The Wnt/beta-catenin gene set was hierarchically clustered based on Pearson correlation. Gene expression values are displayed on colour scale: blue indicates lower values than average of maternal LFD-group of respective sex; orange indicates higher values than average of maternal LFD-group of respective sex. (m) = gene was significantly changed in male offspring upon maternal WSD. (f) = gene was significantly changed in female offspring upon maternal WSD. *p*-values≤0.01 were considered significant.

**Figure 5:**
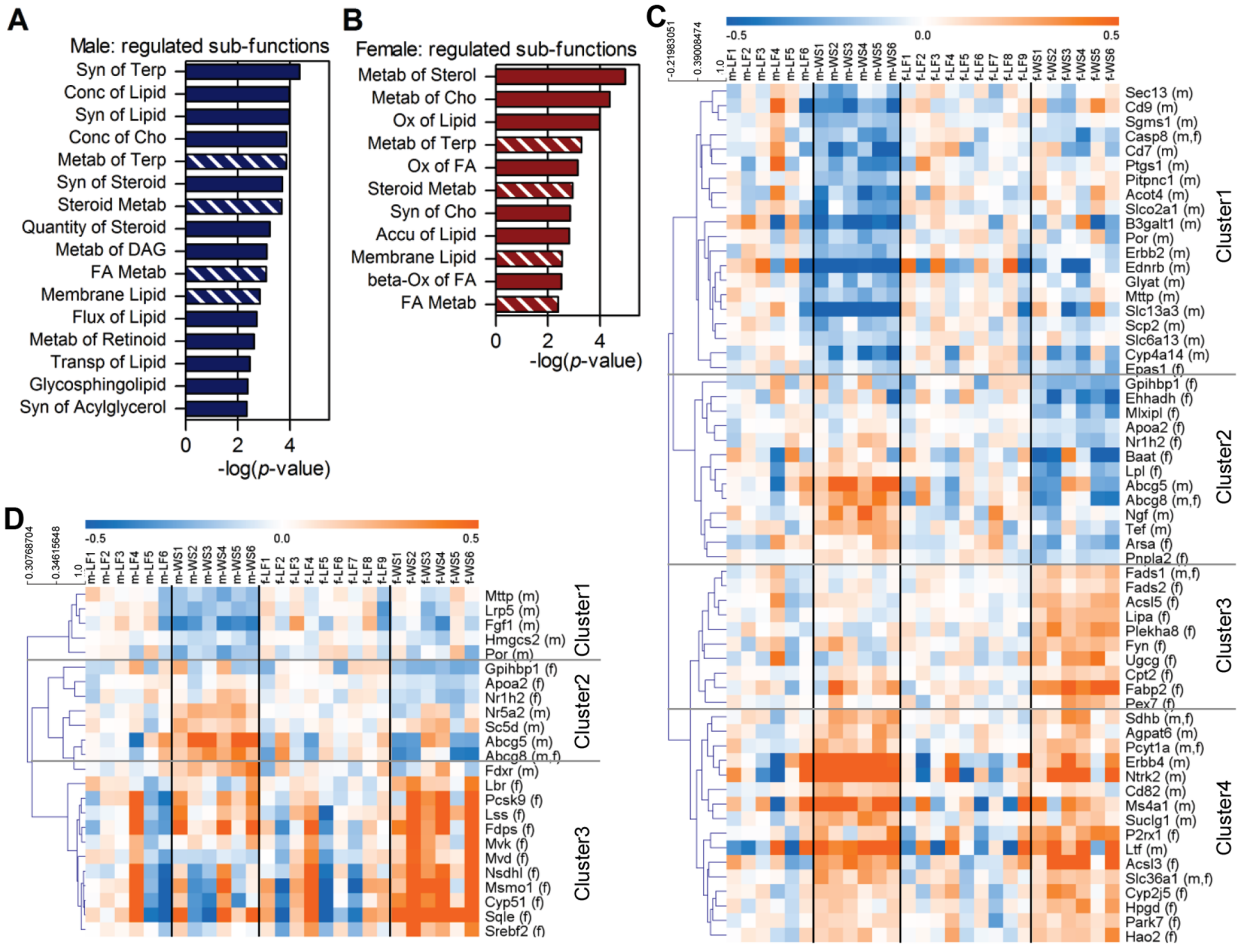
Lipid metabolism in offspring of maternal WSD represented by sub-functions and heat maps. (A) and (B) display sub-functions of lipid-metabolism that were according to IPA significantly regulated (*p*≤0.05) upon maternal WSD in males or females respectively and contained≥7 regulated molecules. Hatched bars = sub-functions that are regulated in both sexes. Filled bars = sub-functions that are specific for the sex. Syn = Synthesis; Conc = Concentration; Metab = Metabolism; Transp = Transport; Accu = Accumulation; Terp = Terpenoid; Cho = Cholesterol; DAG = Diacylglycerol; FA = Fatty Acid. (C) and (D) show hierarchical clustered heat maps of the fatty acid metabolism gene set and the cholesterol metabolism gene set, respectively. Hierarchical clustering of gene sets was based on Pearson correlation. Gene expression values are displayed on colour scale: blue indicates lower values than average of maternal LFD-group of respective sex; orange indicates higher values than average of maternal LFD-group of respective sex. (m) = gene was significantly changed in male offspring upon maternal WSD. (f) = gene was significantly changed in female offspring upon maternal WSD. *p*-values≤0.01 were considered significant.

The Wnt/beta-catenin signalling pathway (Figure 4), which is a representative pathway related to cell development, growth, and proliferation, was indicated by IPA to be significantly regulated in males upon maternal WSD. The responding gene set contained 32 genes, which showed moderate interindividual variability of gene expression at baseline (maternal LFD). 

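Among males of LFD dams, Wnt2 had an SD of 0.41 around 6.54 (n = 6), with its lowest value in m-LF6. In females of LFD dams its SD was 0.58 around 6.32 (n = 9). Gpc3, a proteoglycan that binds Wnt ligands, had an SD of 0.40 in males and 0.21 in females, and the Wnt co-receptor Lrp5 had 0.12 and 0.15.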

Basal expression levels of the Wnt/beta-catenin pathway genes were alike in both sexes, with exception of two genes (*Smad3* and *Tle2*), which were significantly but only slightly differentially expressed in male and female offspring of maternal LFD (FC = 1.13 and 1.14 respectively).

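Smad3, the mediator of TGF-beta signals, was at 7.65 ± 0.12 in males of LFD dams (SD, n = 6) and 7.83 ± 0.11 in females (SD, n = 9). Tle2, a corepressor of TCF factors, was at 5.38 ± 0.11 and 5.57 ± 0.10. For each gene this is a fold of 1.14 with the lower value in males; both differences passed p 0.01, that of Tle2 not in 25 of 51 other settings, and the adjusted p over all genes was 0.722 for both.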

Upon exposure to maternal WSD, clear and interindividual steady differential expression of 25 genes of the Wnt/beta-catenin set was detected in male offspring. 

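In males, the Wnt agonist Rspo3 fell by 0.41 (standard error 0.12, adjusted p = 0.0839), and Znrf3, a ligase that clears Wnt receptors, fell by 0.28 (adjusted p = 0.08). The corepressor Tle3 rose by 0.24 (standard error 0.06, adjusted p = 0.0516). Of 37 measured components of the Wnt/beta-catenin pathway, 2 rose and 6 fell, and 3 rose and 6 fell adjusted over the list alone. The list as a whole did not shift (mean -0.03, adjusted p = 0.588). It is not the gene set shown in Figure 4 but may share members with it, so its counts may not be independent evidence. For Rspo3 and Tle3 all 6 WSD males lay on the same side of the LFD mean.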

By hierarchical clustering of the genes based on Pearson correlation, two main clusters were formed, largely representing subsets of up- and down-regulated genes in male offspring from maternal WSD. 

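Ctnnbip1, which blocks the binding of beta-catenin to TCF factors, rose in males from 6.59 ± 0.17 on LFD to 6.87 ± 0.10 on WSD (SD, n = 6 each; change 0.28, adjusted p = 0.0351, and 0.108 with the number of the array names as a random block). Sox9 rose by 0.43 (standard error 0.13, adjusted p = 0.0868) and Tcf3 by 0.26 (standard error 0.08, adjusted p = 0.105). Stk11, a kinase that restrains growth, rose by 0.14 (standard error 0.05, adjusted p = 0.159). Med12, of the Mediator complex, had a change of 0.13 (adjusted p = 0.216) and did not pass the test. The histone deacetylase Hdac2 had a change of -0.02 (standard error 0.07, adjusted p = 0.95). Slc9a3r1 did not pass the filter on the IQR.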

The subset of up-regulated genes primarily contained factors that are indicated as negative regulators of Wnt/beta-catenin signalling (*Med12*, *Sox9*, *TCF3*, *Ctnnbip1*, *Hdac2*), or as negative regulators of cell proliferation (*Stk11*, *Slc9a3r1*). 

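Wnt2 fell in males by 0.92, to 5.62 ± 0.32 on WSD (SD, n = 6; standard error of the change 0.23, adjusted p = 0.057), and all 6 WSD males lay below the LFD mean. Of 21 liver endothelial markers, 5 fell in males as well, also adjusted over the list alone (mean -0.11, and -0.05 without number 48; adjusted p = 0.0128, and adjusted p = 0.494 with an estimated correlation). The Wnt co-receptor Lrp5 fell by 0.20 (standard error 0.07, adjusted p = 0.131), and the endocytic adaptor Dab2 by 0.24 (standard error 0.08, adjusted p = 0.142). The change of Dab2 was -0.16 without m-LF5, and it did not pass in 14 of 52 other settings. Bmp2, a ligand of the TGF-beta family, had a change of -0.15 (standard error 0.08, adjusted p = 0.365), or -0.09 without m-WS3, and did not pass the test. Tcf7 was not analysed here.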

The set of down-regulated genes predominantly consisted of factors indicated as direct members of the Wnt/beta-catenin signalling pathway (*Wnt2*, *LRP5*, *TCF7*), or as positive regulators of Wnt/beta-catenin signalling (*Bmp2*, *Dab2*). 

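Dkk3 and Gpc3 fell in males by 0.26 (standard error 0.08, adjusted p = 0.0976) and 0.54 (standard error 0.14, adjusted p = 0.057). Over 52 other settings the change of Gpc3 lay between -0.79 and -0.15, and it did not pass in 2. Dixdc1, which promotes the stability of beta-catenin, rose by 0.33 (standard error 0.11, adjusted p = 0.142), and 5 of 6 WSD males lay above the LFD mean. Smad3 rose by 0.29 (standard error 0.06, adjusted p = 0.033, and 0.101 with the number of the array names as a random block), and all 6 WSD males lay above the LFD mean.

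**Figure D4:**
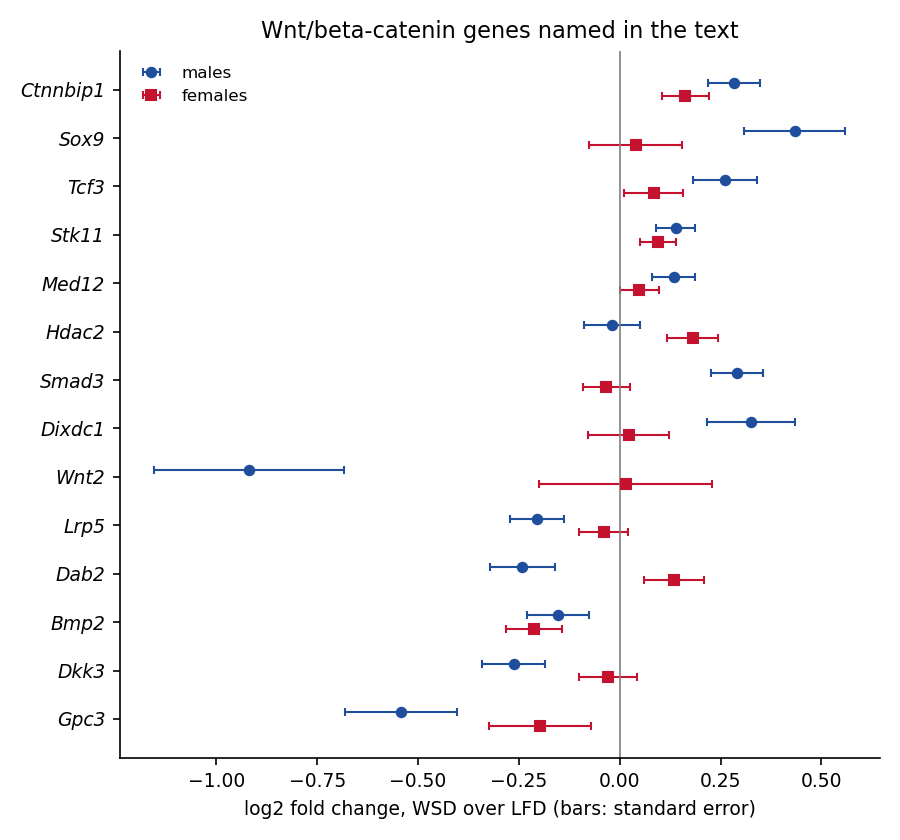
Log2 fold change (WSD over LFD) with its standard error for 14 genes of the Wnt/beta-catenin pathway that the paper names, in males (circles, n = 6 and 6) and females (squares, n = 9 and 6). In males the values run from -0.92 for Wnt2 to 0.43 for Sox9, and in females from -0.21 for Bmp2 to 0.18 for Hdac2.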

There were few exceptions to these findings within the clusters: *DKK3* and *Gpc3*, which are negative regulators of Wnt/beta-catenin signalling, were among the down-regulated genes, and *Dixdc1* and *SMAD3*, which are indicated as positive regulators were among the up-regulated genes.

In female offspring, the overall effects of maternal WSD were interindividually inconsistent and more subtle than in males. Only nine genes were significantly affected, forming a small subgroup of mostly up-regulated genes. 

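In females, Hdac2 rose by 0.18 (standard error 0.06, adjusted p = 0.176), with all 6 WSD females above the LFD mean; it did not pass in 21 of 52 other settings. Bmp2 fell by 0.21 (standard error 0.07, adjusted p = 0.162), with all 6 below it. Tle2 had a change of -0.14 (adjusted p = 0.32) and did not pass the test, and neither did Tle3 at 0.15 (adjusted p = 0.201). Of the 37 measured components of the pathway, 1 rose and none fell, and none did so adjusted over the list alone; with limma, 5 had a p of at most 0.05.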

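Ctnnbip1 rose in females from 6.69 ± 0.06 on LFD (SD, n = 9) to 6.86 ± 0.08 on WSD (SD, n = 6), a change of 0.16 (adjusted p = 0.189) that did not pass in 32 of 52 other settings. Its adjusted p for a difference between the sexes was 0.672. Without the IQR filter, Slc9a3r1, a scaffold of membrane transporters, had changes of 0.13 in males and 0.12 in females, and passed p 0.01 in both.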

Even though the group contained the two genes that were significantly regulated in both sexes (*Ctnnbip1* and *Slc9a3r1*), the sets of up-regulated genes in males and females differed essentially from each other. A set of consistently down-regulated genes in females was not clearly distinguishable.

### Different sub-functions and differential gene expression of the lipid metabolism gene sets

For males, IPA indicated 16 different sub-functions of lipid metabolism that were significantly regulated (*p*≤0.05) and contained at least seven molecules (Figure 5A). In females, 11 sub-functions of lipid metabolism matched the same criteria (Figure 5B). Yet, only four of these sub-functions overlapped in males and females.

For selected sub-functions of lipid metabolism - *Fatty Acid Metabolism, Metabolism of Cholesterol,* and *Concentration of Cholesterol* - the relevant gene lists were extracted from IPA and heat maps were generated. According to IPA, *Fatty Acid Metabolism* (represented by a gene set of 58 genes) was regulated in both sexes. Basal ( =  maternal LFD) expression levels of all genes were similar in males and females, showing moderate interindividual variability (Figure 5C). 

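In males, 3 targets of the fatty acid sensor PPARA fell: Cyp4a14, a fatty acid hydroxylase, by 0.37 (adjusted p = 0.0837), the thioesterase Acot4 by 0.34 (adjusted p = 0.105), and Pdk4, which spares glucose, by 0.41 (adjusted p = 0.175). Of the 22 measured genes of fatty acid oxidation and ketogenesis no other fell and none rose, 2 fell adjusted over the list alone, and 9 had a positive change. Pdk4 did not pass in 30 of 52 other settings, nor Acot4 without m-LF5 (-0.26) or m-WS2 (-0.24). The mean of the list in males was -0.10, with a median of -0.06 (adjusted p = 0.0344, and adjusted p = 0.494 with an estimated correlation), with all 6 WSD males below the LFD mean; it was -0.06 without m-LF5, m-WS6 or number 50, and its adjusted p was 0.0665 with the number of the array names as a random block. Of the 19 genes of fatty acid synthesis and desaturation, 1 fell in males, none adjusted over the list alone (mean -0.03, adjusted p = 0.263). Between males and females of LFD dams none of the genes of either list differed at p 0.01; the synthesis list was higher in males by a mean of 0.05, and 0.03 without m-LF4 (adjusted p = 0.00854, and adjusted p = 0.38 with an estimated correlation).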

In offspring from WSD dams, pronounced differential gene expression was seen in both sexes. By hierarchical clustering based on Pearson correlation, four main clusters were formed (uppermost = cluster 1; lowermost = cluster 4). Cluster 1 and cluster 4 represented the groups of down- and up-regulated genes in male offspring, respectively. In females, cluster 2 containing the down-regulated genes and cluster 3 and 4 containing the up-regulated genes of *Fatty Acid Metabolism*. 

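Pcyt1a, which controls phosphatidylcholine synthesis, rose by 0.19 in males and 0.16 in females (adjusted p = 0.096 and 0.162). Sdhb, of succinate dehydrogenase, rose by 0.22 and 0.19 (adjusted p = 0.0947 and 0.159), and the amino acid transporter Slc36a1 by 0.19 and 0.15 (adjusted p = 0.0921 and 0.173), in females not in 19 of 52 other settings. The apoptosis protease Casp8 fell in males by 0.22 (standard error 0.06, adjusted p = 0.0856); in females its change of -0.15 did not pass the test (adjusted p = 0.219).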

Thereby, five genes of the whole set were significantly regulated in both sexes (*Abcg8*, *Casp8*, *Pcyt1a*, *Sdhb*, *Slc36a1*), and 53 genes only in one sex.

*Cholesterol Metabolism* and *Cholesterol Concentration* were indicated to be significantly regulated exclusively in female and male offspring, respectively. The combined gene set consisted of 24 genes, whose basal expression levels were similar in both sexes, but showed moderate to strong interindividual variation (Figure 5D). Upon maternal WSD, differential gene expression in both sexes was visible. The three clusters (cluster 1–3) that formed upon hierarchical clustering with Pearson correlation contained either down-regulated genes (cluster 1) or up-regulated genes (cluster 2) in males, or up-regulated genes (cluster 3) in females. The up-regulated genes in males included factors relevant for cholesterol transport (*Abcg5*, *Abcg8*, *Apoa2*, *Nr1h2*), while the up-regulated genes in females predominantly related to cholesterol biosynthesis. 

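In females, 12 of the 20 measured genes of cholesterol synthesis and other SREBP2 targets rose and none fell, with a mean change of 0.45. Idi1 and Fdps, of the isoprenoid part of the pathway, rose by 0.87 (adjusted p = 0.1) and 0.70 (adjusted p = 0.0914), and Hmgcs1, which makes HMG-CoA, by 0.50 (standard error 0.12, adjusted p = 0.0664). The sterol-forming enzymes Cyp51 and Lss rose by 0.81 (adjusted p = 0.0984) and 0.48 (adjusted p = 0.0787). Adjusted over the list alone, 15 rose, and over all genes none did by limma at an adjusted p under 0.05, where 16 had a p of at most 0.05. The list had an adjusted p of 9.76e-13, and adjusted p = 0.427 with an estimated correlation; without number 40 (f-WS3 and f-WS4 among the females) the mean change was 0.23. In males 1 of the 20 genes rose, none adjusted over the list alone, and the mean was 0.07 (adjusted p = 0.263). For Cyp51, Idi1, Fdps, Hmgcs1 and Lss the adjusted p of the difference between the sexes lay between 0.393 and 0.574. In males, Abcg5, the partner of Abcg8 in sterol efflux, rose by 0.40 (standard error 0.12, adjusted p = 0.102), with a change of -0.09 in females (adjusted p of the difference 0.378). Apoa2, a protein of HDL, had changes of 0.01 in males and -0.09 in females and passed the test in neither, and Nr1h2 was not analysed here. Of 15 genes of sterol efflux and bile acids, 2 rose and 1 fell in males, also adjusted over the list alone; in females 2 fell, none adjusted over the list alone. The mean of this list was 0.00 in males, with a negative median (adjusted p = 0.533), and -0.06 in females (adjusted p = 0.204).

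**Figure D5:**
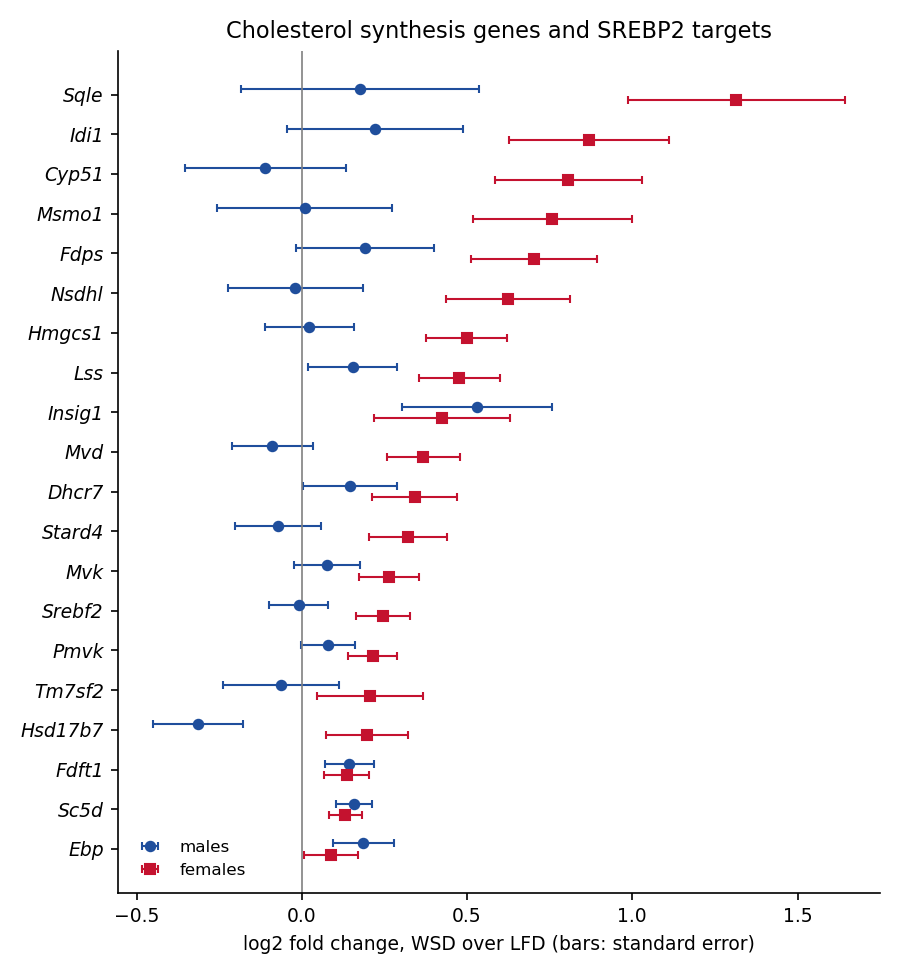
Log2 fold change (WSD over LFD) with its standard error for the 20 measured genes of cholesterol synthesis and SREBP2 targets in males (circles, n = 6 and 6) and females (squares, n = 9 and 6). All 20 values lie above 0 in females, up to 1.31 for Sqle.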

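Abcg8 was at 10.19 ± 0.13 on LFD and 10.46 ± 0.10 on WSD in males (SD, n = 6 each), and all 6 WSD males lay above the LFD mean. In females it was at 10.40 ± 0.19 on LFD (SD, n = 9) and 10.16 ± 0.21 on WSD (SD, n = 6), and 5 of 6 WSD females lay below the LFD mean. The adjusted p was 0.144 in males and 0.177 in females, and the change did not pass in 14 and 17 of 52 other settings.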

Only one gene (*Abcg8*) was significantly regulated in both sexes.

In summary, the data presented in Figure 5 show that gene expression at baseline did not differ between the sexes, but interindividual variations were observed. 

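In pups of LFD dams, Sqle had an SD of 0.77 in males and 0.50 in females, and Cyp51 of 0.50 and 0.37 (n = 6 and 9). On LFD, Sqle was at 6.04 in males and 5.34 in females and Cyp51 at 7.42 and 6.83, differences that did not pass the test. Over the 20 genes of cholesterol synthesis the males were higher by a mean of 0.28 (0.18 without m-LF5), and 1 gene passed p 0.01 (adjusted p = 3.75e-10 for the list, and adjusted p = 0.38 with an estimated correlation). Abcg5 was at 10.91 ± 0.26 and 11.14 ± 0.17 (SD).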

Upon exposure to maternal WSD pronounced gene expression changes occurred in males and females that differed clearly between the sexes. Furthermore, depending on the biological function certain individual mice had stronger responses than others, but not always the same individual mice had the strongest response.

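For the cholesterol synthesis genes, f-WS3 and f-WS4 had the largest rises of the WSD females, 0.96 and 0.82 above the LFD mean, and f-WS2 lay at that mean. Among WSD males, m-WS2 was the highest on this list, at 0.21. For fatty acid oxidation, m-WS6 was the lowest of the WSD males, at -0.30 relative to the LFD mean, and for Cyp2b10 m-WS3 was the highest.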

## Discussion

To date, the concept of metabolic programming, which refers to the link of maternal nutrition with the predisposition of the offspring for non-communicable diseases, is widely accepted. Rodent studies consistently demonstrate that maternal high fat intake is associated with the development of metabolic abnormalities in adolescent and adult offspring. In general, this is independent from the sex and the post-weaning diet of the offspring [26], [38], [39]. However, the specific nature and severity of the observed abnormalities, including obesity, disturbed glycaemic control, and fatty liver, can still be influenced by sex and the post-weaning diet, respectively [23], [24], [27]. A likely explanation for this may be that similar outcomes (fatty liver, body weight changes, etc.) can putatively be achieved by different mechanisms in males and females. Therefore, on top of the physiology the underlying molecular networks need to be characterised. Moreover, it is critical to study the initiating phase of programming, thus when the offspring is still under the influence of the maternal diet.

While a large number of publications deal with the long-term consequences of varying maternal diets on the offspring’s physiology and health in adulthood, the immediate effects in young offspring are mostly unexplored. To get more insight into this early phase, in the present study, we analysed young offspring at a pre-weaning time point, eliminating most influencing factors other than maternal diet. Apart from determining physiological parameters, we also monitored the liver transcriptome in male and female offspring. This approach allowed us to (i) characterise the molecular impact of maternal WSD and its relation to the physiological outcome, (ii) to illuminate sex-specific effects, and (iii) to identify molecular aspects that went unnoticed to date by the usual function-focussed strategies. So, here, we observed that young mouse offspring of maternal WSD showed changes in physiological parameters, including significantly higher body weight and liver weight, as well as altered plasma lipids. The amplitude of these changes depended on the sex of the offspring.

To identify underlying direct effects of maternal diet on the offspring that relate to the observed physiological differences and on possibly adverse health effects in later life, we analysed the hepatic molecular status of the young mice in a universal approach and linked it to biological functionality. 

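On maternal WSD, 18 genes differed between males and females at an adjusted p under 0.05, and 17 with the number of the array names as a random block; without single pups there were 11 (f-WS1), 29 (f-WS5) and 33 (f-WS6), without number 39, 40 and 50 there were 10, 8 and 43, and with pups of one number averaged 7. Besides Xist and 7 further genes of the sex chromosomes, 10 were autosomal. Pklr and Pls1 were lower in males, by differences of -0.38 (adjusted p = 0.00675) and -0.33 (adjusted p = 0.00175). Aqp7, a channel for glycerol, and Cyp3a44 were also lower in males, at -0.59 (adjusted p = 0.0199) and -0.53 (adjusted p = 0.0436), and the mitochondrial ribosomal protein Mrpl23 was higher, at 0.26 (adjusted p = 0.0036). Of the 26 gene lists, 7 differed between the sexes on WSD and 6 on LFD, and with an estimated correlation the Y-linked and Xist genes alone did so on each diet.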

Within our transcriptome-wide analysis of the offspring’s livers, we detected that the gene expression profiles upon maternal LFD were similar in males and females, but maternal WSD induced clear differences in the expression profiles between the sexes. This demonstrates that on transcriptional level males and females react differently upon maternal WSD. Within both sexes, gene expression profiles of the maternal diet groups were different from each other, with a more pronounced maternal diet effect in males indicated by the distinct clustering of diet groups in the PCA. In females, however, further factors seem to be involved in the manifestation of variability, which does not exclude that, compared to males, a more subtle effect of the diet on the transcriptome is present in the females.

Correlating gene expression changes in males and females showed that male offspring had in general a more pronounced transcriptome-wide response to maternal diet. Furthermore, in some cases, the responses were opposite in both sexes. Although the number of significantly regulated genes (*p*≤0.01) was similar in both males and females, they overlapped only slightly. Overall, this indicates that the molecular status of young offspring of both sexes is in general affected by maternal WSD, but that sex-differences occur regarding strength and nature of the response. This is in accordance with earlier findings of sex-dependent molecular effects in adult offspring [21]–[28], [40], and extends them to a global level.

Applying IPA to explore the biological significance of the molecular impact of maternal WSD, we found that the relatively small overlap of regulated genes in both sexes translates into a similar result for the potential biological functionality of the regulated genes: only half of the top 25 regulated functions, identified by IPA, overlapped in males and females, and they ranked completely different. A similar observation was made in a maternal high-fat diet study by Gabory et al. for sex-specificly regulated genes and indicated biological function in the mouse placenta [41]. Interestingly, consistent with our findings that males respond stronger on a molecular level to the challenge by maternal diet, they also showed stronger reactions on a functional level, as indicated by the high significance of regulation of biological functions, expressed as –log(*p*-value). Thus, males and females seem to have a specific prioritisation of which biological functions are regulated with a certain effort upon stimuli exposure.

According to IPA, in liver from male offspring, predominantly regulation of developmental functions was induced by maternal WSD. One pathway that is highly associated with developmental functions is the Wnt/beta-catenin pathway. No sex-specific differences were detected for the expression levels of Wnt/beta-catenin pathway genes at baseline. However, upon maternal WSD, pronounced differential expression was observed in male offspring only, emphasizing that maternal WSD affects the two sexes differently. 

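The response of Smad3 differed between the sexes by 0.32 (standard error 0.09, adjusted p = 0.355), that of Wnt2 by -0.93 (standard error 0.32, adjusted p = 0.386), and those of Rspo3 and Znrf3 by -0.44 and -0.30 (adjusted p = 0.393 for both), as male minus female. Wnt2 had a change of 0.02 in females (standard error 0.21), Rspo3 of 0.04 and Smad3 of -0.03. Of the 37 components, 3 had a difference in response at p 0.01, and the list had an adjusted p of 0.915. On LFD the list did not differ between the sexes (mean -0.03, adjusted p = 0.268). The paper describes like expression of these genes on LFD and pronounced changes on WSD in males only. It takes this contrast to emphasise that maternal WSD acts differently on the sexes.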

On the whole, we detected for the male offspring from maternal WSD that direct Wnt/beta-catenin pathway genes and positive regulators of Wnt/beta-catenin signalling were down-regulated, and negative regulators of Wnt/beta-catenin signalling and cell proliferation were up-regulated.

In general, Wnt/beta-catenin signalling is crucial for embryonic development and homeostatic self-renewal in adulthood [42]. When Wnt binds to its receptor, beta-catenin is stabilised and translocates to the nucleus. There, it induces the transcription of the beta-catenin target gene battery leading to cell proliferation and the direction of cell fate [43]–[45]. For liver in particular, this process not only controls development, growth, and regeneration, but also regulates hepatic zonation, haematopoiesis, and various metabolic functions, including energy substrate metabolism and detoxification processes [46]–[49]. Disruption of proper Wnt/beta-catenin signalling during development, such as conditional beta-catenin knockout, leads to decreased liver growth, diminished hepatocyte proliferation, and sustained haematopoiesis, indicating delayed liver development [50].

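In males of WSD dams, 8 of 19 measured genes that beta-catenin keeps active around the central vein fell and 1 rose. Glutamine synthetase Glul, confined to the last hepatocytes before the central vein, went from 11.52 ± 0.18 on LFD to 10.85 ± 0.16 on WSD (SD, n = 6 each; change -0.67, adjusted p = 0.0392). The ammonium transporter Rhbg fell by 1.04 (standard error 0.25, adjusted p = 0.043), and the transporters Slc13a3 and Slc1a4 by 0.60 (adjusted p = 0.0173) and 0.43 (adjusted p = 0.0392). With the number of the array names as a random block, only 7 of all genes passed an adjusted p of 0.05 in males. Whether genes named in this paragraph were among them is not given here. Adjusted over the list alone, 12 of these pericentral genes fell and 1 rose; the exception was the retinal dehydrogenase Aldh1a1 at 0.87 (adjusted p = 0.0736). The mean of the list was -0.31, and -0.46 without number 48 (adjusted p = 1.34e-10, and adjusted p = 0.34 with an estimated correlation). Beside them, 5 of 21 liver endothelial markers fell in males, also adjusted over the list alone, among them Ednrb, from 9.23 on LFD to 8.23 on WSD (adjusted p = 0.0232), and Vwf at -0.54 (adjusted p = 0.033), with a mean of -0.11, and -0.05 without number 48, and a median of -0.01 (adjusted p = 0.0128, and adjusted p = 0.494 with an estimated correlation). All 6 WSD males lay below all 6 LFD males on the mean of the pericentral genes (exact permutation test, 2-sided, p = 0.00216, adjusted over the 26 lists 0.0281). The permutation test takes pups as independent, although each number lies within 1 diet. Of 13 periportal genes, 3 rose and none fell in males, also adjusted over the list alone, among them Hsd17b13 of lipid droplets at 0.25 (adjusted p = 0.0392) and Aldh1b1 at 0.57 (adjusted p = 0.0607); their mean of 0.13 did not pass the test (adjusted p = 0.0573). In females none of the pericentral genes changed, also adjusted over the list alone, and their mean was 0.02 (adjusted p = 0.863); the lists' difference between the sexes was -0.33, and -0.21 and -0.57 without number 40 and 48 (adjusted p = 1.68e-07, and adjusted p = 0.514 with an estimated correlation). With limma, the adjusted p of the difference was 0.366 for Glul, Rhbg and Slc13a3.

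**Figure D6:**
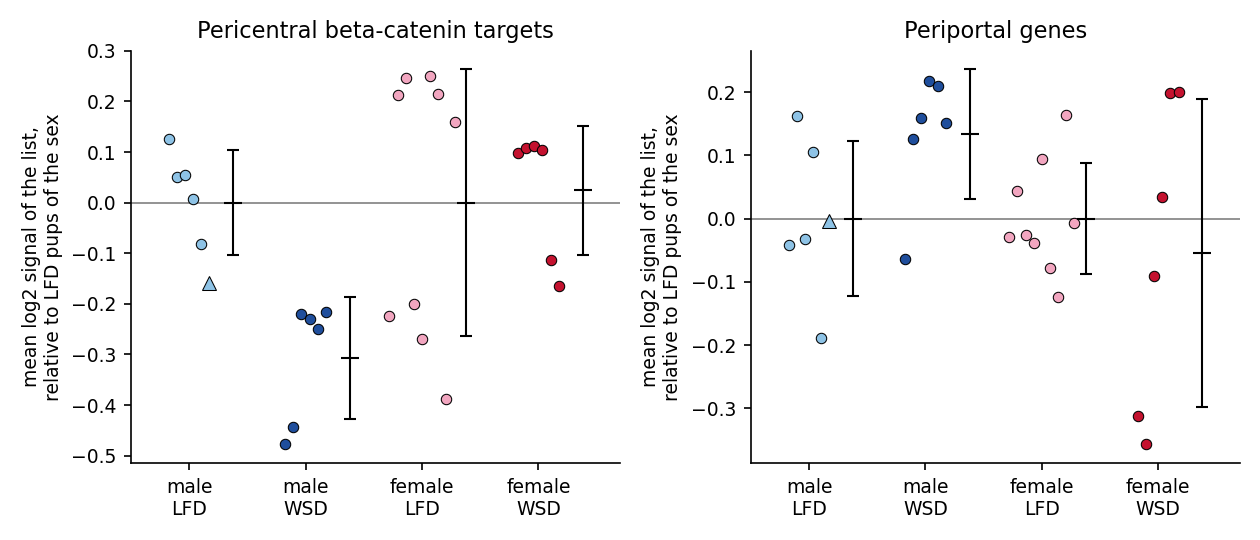
Mean log2 signal of the pericentral beta-catenin targets and of the periportal genes in each pup, relative to the LFD pups of its sex, with m-LF6 as a triangle; bars give mean and SD (n = 6, 6, 9 and 6). For the pericentral genes the WSD males lie from -0.48 to -0.22 and the LFD males from -0.16 to 0.13, and the LFD females fall into 4 pups at or below -0.20 and 5 at or above 0.16.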

Overall, our results imply that the Wnt/beta-catenin pathway is inhibited in male offspring of maternal WSD at two weeks postnatally. Since proper beta-catenin activity is limited to certain developmental periods, including embryonic day 10 to 14 and postnatal day 5 to 20 [50], [51], the decrease of Wnt/beta-catenin activity at this time point could imply impaired liver development [50]. However, that would be in contrast with the increased liver weight of male offspring of maternal WSD that we detected in our study, despite hepatocyte specific proliferation markers showing no differential expression. In addition, plasma cholesterol was decreased in the relevant male pups. Thus, decreased Wnt/beta-catenin signalling by maternal WSD might affect cholesterol homeostasis in males, causing the observed increased liver weight by lipid accumulation in the liver, next to steady or impaired hepatocyte proliferation. This theory should be verified by physiological liver data in future studies, but it is supported by Behari *et al.*, who associated inhibited beta-catenin signalling with defective cholesterol homeostasis and increased hepatic cholesterol accumulation and steatosis [52].

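The proliferation markers Mki67, Top2a and Pcna had changes of -0.07, -0.09 and -0.08 in males (adjusted p = 0.861, 0.796 and 0.681), and none passed the test. Of the 26 cell cycle genes in males, 25 had a negative change, 3 fell and none rose (1 fell adjusted over the list alone), with a mean of -0.13, and -0.22 without number 48 (adjusted p = 3.39e-05, and adjusted p = 0.494 with an estimated correlation). Mki67 was at 9.27 ± 0.11 on LFD and 9.20 ± 0.17 on WSD (SD, n = 6 each). In females, 2 of the 26 cell cycle genes rose and none fell, none adjusted over the list alone, with a mean of 0.12, 0.08 without f-WS3, and 0.06 and 0.04 without number 37 and 40 (adjusted p = 0.00734, and adjusted p = 0.865 with an estimated correlation). The difference between the sexes in the mean of this list was -0.25, and -0.13 without number 40 (adjusted p = 3.31e-09, and adjusted p = 0.514 with an estimated correlation).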

As mentioned above, lipid metabolism is one of the most extensively discussed issues with respect to maternal HFD, but only a limited number of studies considered sex differences [23], [27]. The present study demonstrates for the first time that regulation of lipid metabolism by maternal WSD occurs already in young, pre-pubertal mice in a sex-specific manner. This includes that different sub-functions of lipid metabolism were affected in both sexes, as indicated by IPA, and that also the sub-functions themselves were regulated sex-dependently, which is shown convincingly by the heat maps, zooming in on fatty acid and cholesterol metabolism. For cholesterol metabolism, the sex-specific effects of maternal WSD are especially remarkable: in males, primarily genes related to cholesterol homeostasis were regulated. This is in accordance with the findings that decreased Wnt/beta-catenin signalling might result in defective cholesterol homeostasis [52], hence could contribute to the changes in liver weight and plasma lipids observed in males, as indicated above. In contrast, in females, genes of the cholesterol biosynthesis were predominantly up-regulated, suggesting an increased synthesis of cholesterol. 

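Pup by pup, the mean signal of the cholesterol synthesis genes was 7.87 ± 0.22 in females of LFD dams (SD, n = 9) and 8.32 ± 0.38 in those of WSD dams (SD, n = 6; exact permutation test, 2-sided, p = 0.0122, adjusted over the 26 lists 0.159). Of the WSD females 5 lay above the LFD mean; relative to it, the 2 pups of number 40 had a mean of 0.89, the 2 of number 48 one of 0.39 and the 2 of number 39 one of 0.07. In males, Sqle had a change of 0.18 (-0.04 without m-LF6) and Cyp51 of -0.11 (0.06 without m-LF5), and the adjusted p of the difference between the sexes for Sqle was 0.434. The mean of the list differed between the sexes in its response by -0.38 as male minus female (adjusted p = 1.47e-05, and adjusted p = 0.61 with an estimated correlation). This difference was -0.22 without number 40 and -0.57 without number 39.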

Since plasma cholesterol levels did not change in females of maternal WSD, but liver weight increased significantly, it is conceivable that accumulation of cholesterol in the liver might have contributed to the increased liver weight, which should be tested in future studies. Overall, it seems that the equal physiological phenotypes of increased liver weight in male in female offspring might result from different sex-specifically regulated mechanisms.

Sexual dimorphism of lipid and cholesterol metabolism is described in humans and animal models, especially in relation to cardiovascular diseases and cholelithiasis [53], [54]. How the dimorphism develops is not well understood, but sex-specific regulation and activation of relevant transcription factors by (sex) hormones is indicated [55]–[57]. Circulating sex hormone levels in the early postnatal phase are not well fathomed, but they are expected to be similarly low in male and female young mice [58]. Hence, the direct effect of sex hormones in our study is questionable, but could be considered in future research. Apart from this, brain sexual dimorphism might be relevant for the observed sex-specific effects. Brain sexual differentiation starts *in utero* and concerns – apart from the usually discussed reproduction-related circuits – many brain regions, including the *nucleus arcuatus*, which is crucial for energy homeostasis [59], [60]. Hence, central metabolism regulation might already be affected at this young age in a sex-dependent manner. Related to this, different metabolic load and metabolic plasticity in both sexes might contribute to the differences in male and female offspring. Thus, further parameters like suckling amounts of different individuals should be analysed in future research.

## Conclusion

In conclusion, effects of maternal WSD can already be observed in two-week-old offspring in the present model. Except for the liver weight, we observed pronounced differences between male and female offspring for all measured parameters, including the liver transcriptomes. The cause of this sex-specificity is unclear and requires further research.

Furthermore, on the background of the metabolic programming concept, it has to be explored how persistent the effects observed in young offspring are, and how they relate to the molecular and health status of adult offspring. Herein lies the potential to identify early markers of adverse health effects in later life that could be used to develop enhanced early diagnosis, prevention, and treatment strategies of non-communicable diseases, such as the metabolic syndrome.

## Supporting Information

Figure S1 **Confirmation of microarray results by quantitative real-time PCR.** To validate the microarray data, we analysed the expression of various genes by quantitative real-time PCR. Displayed is a selection of 8 genes, which were in the microarray either significantly regulated in males (Ces3b, Cyp2b10, Wnt2), in females (Cyp51), in both sexes (Abcg8, Akr1c13), or not at all (Lxra, Ppara). For each gene, the left panel (A1–H1) displays the microarray results (signal intensity), and the right panel (A2–H2) displays the corresponding quantitative real-time PCR (qPCR) measurements. For the qPCR analyses, the mRNA levels were standardized to the reference gene 36B4 (relative expression). Horizontal bars and whiskers represent mean values ± SD. Significance was determined by intensity based-moderated t-statistics implementing empirical Bayes correction (microarray data) or unpaired student’s t-test (qPCR data). *p≤0.05. MA = microarray. Light blue circle = male/maternal LFD; dark blue circle = male/maternal WSD; pink square = female/maternal LFD; red square = female/maternal WSD.
(TIF) Click here for additional data file.

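On the arrays, Ces3b, a carboxylesterase, rose in males by 0.94 (standard error 0.28, adjusted p = 0.0989) and had a change of -0.12 in females (adjusted p of the difference 0.393). Cyp2b10 had a change of 0.54 in females (standard error 0.29, adjusted p = 0.39; adjusted p of the difference 0.386). Akr1c13, an aldo-keto reductase, rose in males by 0.28 (standard error 0.07, adjusted p = 0.0537) and in females by 0.19 (standard error 0.06, adjusted p = 0.169). The receptors Nr1h3 (Lxra) and Ppara did not pass the filter on the IQR; without it their changes were 0.07 and -0.01 in males and 0.02 and 0.03 in females, and neither passed the test. The PCR measurements were not used here.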

Method S1 **Quantitative real-time PCR, including primer sequences.**
(PDF) Click here for additional data file.

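Among the genes that fell in both sexes in these data were Olfml1, at -0.20 in males and -0.29 in females (adjusted p = 0.0976 and 0.0138), and Rnd2, at -0.25 and -0.38 (adjusted p = 0.168 and 0.0294). Pgrmc2, a membrane protein that binds haem, rose by 0.15 and 0.25 (adjusted p = 0.177 and 0.0171). Of the 367 genes that the supplement lists as up in females, 331 were tested; 329 had a positive change in females and 294 rose. Of the 330 genes on the sheet headed up-regulated in males, 289 were tested and all 289 had a negative change, and of the 356 on the sheet headed down-regulated, 321 were tested and all had a positive change. These lists were drawn from the same pups, so the counts are not independent evidence, and the sheet of genes down in females was not used here because only part of it was at hand.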

Gene lists S1 **Detailed lists of the differentially regulated genes in both sexes, including the indicated gene functions (based on Gene Ontology Database).**
(XLSX) Click here for additional data file.

# Supplementary material for: Maternal Western-Style High Fat Diet Induces Sex-Specific Physiological and Molecular Changes in Two-Week-Old Mouse Offspring
**Source:** PLoS One. 2013 Nov 5;8(11):e78623. doi: 10.1371/journal.pone.0078623
**Supplement:** Method S1 — Quantitative real-time PCR, including primer sequences.

**Method S1: Quantitative real-time PCR .**

To validate the microarray data for all offspring samples, each 1 µg purified liver RNA was used to synthesize single-stranded complementary DNA (cDNA). Therefore, the “First Strand cDNA synthesis Kit” (Fermentas, Thermo Scientific) was used following the supplier's protocol for random hexamer primers. Resulting cDNA was stored at -20°C until further use. Quantitative real-time PCRs of the cDNA (2 µl/sample) were performed using the “SensiMix SYBR No-ROX Kit” (Bioline) and gene specific primers obtained from Eurogentec (Seraing, Belgium; see Table 3 below). Primer sequences were retrieved from the online PrimerBank database [1], or otherwise designed using the Primer3 program [2]. Primers were tested for specificity by BLAST analysis. The following thermal cycling conditions were applied in a C1000 Thermal Cycler, CFX 384 Real-Time System cycler (Bio-Rad laboratories BV, Veenendaal, The Netherlands): denaturation for 2 minutes at 94°C, followed by 40 cycles of 15 seconds denaturation at 94°C, and 45 seconds annealing and elongation at 60°C. PCR reactions were performed in duplicate, and all samples values were calculated by using a standard curve and standardized to the reference gene 36B4. The reference gene was selected after testing different reference genes (36B4, 18S), which led to identical results.

Table S1: Sequences of primers used for quantitative real-time PCR analysis.

| Gene           | Forward                        | Reverse                         |
|----------------|--------------------------------|---------------------------------|
| <i>Abcg8</i>   | 5'-GACAGCTTCACAGCCACAA-3'      | 5'-GCCTGAAGATGTCAGAGCGA-3'      |
| <i>Akr1c13</i> | 5'-CTGGAGCGAATCCTCAATAAGC-3'   | 5'-GGGGAGTTTTGGTCCACCC-3'       |
| <i>Ces3b</i>   | 5'-GGATTGTCACGACCATTATGATG-3'  | 5'-CAGAGCCACAGGCCACAGAA-3'      |
| <i>Cyp2b10</i> | 5'-AAAGTCCCGTGGCAACTTCC-3'     | 5'-TTGGCTCAACGACAGCAACT-3'      |
| <i>Cyp51</i>   | 5'-CTGAGAAGCTCTCGTGCTGT-3'     | 5'-TTCAAATGCCATTCGGTCT-3'       |
| <i>Lxra</i>    | 5'-GCTCTGCTCATTGCCATCAG-3'     | 5'-TGTTGCAGCCTCTCTACTTGGA-3'    |
| <i>Ppara</i>   | 5'-TATTCGGCTGAAGCTGGTGAC-3'    | 5'-CTGGCATTGTTCGGTTCT-3'        |
| <i>Wnt2</i>    | 5'-CATAGCCCCCACCCTGT-3'        | 5'-AGTTCCTTCGCTATGTGATGTTTCT-3' |
| <i>36B4</i>    | 5'-AGCGCGTCCTGGCATTGTCTGTGG-3' | 5'-GGGCAGCAGTGGTGGCAGCAGC-3'    |

1. Wang X, Seed B (2003) A PCR primer bank for quantitative gene expression analysis. *Nucleic Acids Res* 31: e154.
2. Rozen S, Skaletsky H (2000) Primer3 on the WWW for general users and for biologist programmers. *Methods Mol Biol* 132: 365-386.

How the deposited data were processed for this re-analysis (not part of the article)

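Liver RNA of 27 offspring was measured with 1 Affymetrix Mouse Gene ST array per pup, in 6 males and 9 females of LFD dams and 6 males and 6 females of WSD dams. The values are log2 intensities per probe set that the authors made by RMA (background correction, quantile normalization and summarization over all arrays) before deposit, as their methods and the labels state; the log2 scale follows from the values, and the version of RMA is not given. The table holds 35556 numeric probe sets of the manufacturer's design, whereas the methods describe probe sets redefined to Entrez genes. Of these, 23099 are listed with a gene, 21218 with a single gene, 1881 with several genes, and 12457 name none. Symbols were updated by Entrez identifier for 21185 of the single-gene probe sets and kept as listed for 33. The 1386 genes with several probe sets were represented by the one with the highest mean, which gave 18820 genes. Between 12623 and 12923 genes per array had an intensity of at least 20 (67.1% to 68.7%).

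The filters of the paper were applied to the genes: 13279 passed the intensity filter and 10810 also the IQR filter. These were fitted in limma 3.58.1 (R 4.3.3) with 4 group means, moderated by eBayes with an intensity trend and adjusted by Benjamini and Hochberg over the 10810 genes of each comparison. The comparisons were WSD against LFD in males and in females, the difference between these, and males against females on LFD and on WSD. The fit was tested on simulated data made from these arrays, in which 200 genes were changed: at a log2 fold change of 0.3, limma recovered 80.0% in males and 79.0% in females at p 0.01, and 53.5% and 60.0% at an adjusted p under 0.05; at 0.5 the shares at the adjusted threshold were 90.5% and 96.0%. Principal components were computed on the 1000 genes with the largest IQR, centred and not scaled. Values of single pups were compared by exact permutation tests, 2-sided, and overlaps by Fisher's exact test. The permutation tests take pups as independent, although each number of the array names lies within 1 maternal diet. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

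The 26 gene lists, chosen in advance from textbook knowledge, were cholesterol synthesis and SREBP2 targets, sterol efflux and bile acids, fatty acid synthesis and desaturation, fatty acid oxidation with ketogenesis and PPARA targets, components of the Wnt/beta-catenin pathway, pericentral beta-catenin targets, periportal genes, cell cycle, foetal liver and imprinted growth genes, xenobiotic and CAR/PXR targets, sex-biased adult liver genes, Y-linked genes with Xist, TCA cycle and oxidative phosphorylation, circadian clock, immediate-early and stress genes, acute phase and interferon genes, and markers of erythroid cells, neutrophils and myeloid precursors, B and T lymphocytes, Kupffer cells, liver endothelium, stellate cells and fibroblasts, cholangiocytes, pancreatic acini, adipose tissue and gut epithelium. Lists were tested by camera with a preset correlation of 0.01, again with an estimated correlation, and by fry, which tests whether the genes of a list move one way and does not compare them with other genes. A pup's score for a list was the mean log2 signal of its genes. Some members, such as Krt20, Meg3, Sox9 and Sdhb, are also named in the paper from these same pups.

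Genes were named by a rule: per sex the 10 largest rises and the 10 largest falls at an adjusted p under 0.05, filled by the smallest p among those at p 0.01; the 10 genes of smallest p for the difference between the sexes and for the sexes on LFD; up to 4 members of smallest p per list and comparison; and every gene named in the paper's text, Table 2 or Figure S1. The alternatives were other filters and prior variances, a loess curve with a span of 0.5 after the IBMT method, other normalizations, array weights, each sex fitted alone, the prefix, the number and the replicate number of the array labels as blocks, subsets of the arrays, leaving out each number and each pup, and other genes in the principal component analysis. Further alternatives, chosen after the data were examined, were the mean of the probe sets of a gene, each probe set on its own, and the fit without m-LF6 and m-WS1. Not analysed here were the genes of the paper with no single-gene probe set, among them Tcf7 and Nr1h2, and the measurements of body weight, plasma lipids and PCR; Slc9a3r1, Nr1h3 and Ppara failed the IQR filter and are given without it. Probe sets with several genes or none were kept out of the gene counts and tested apart.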

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

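The tests of the array-name prefixes, of number 50 on the gut epithelium markers, of both explanations of the Xist signal and of the share of hepatocytes were chosen after the result was seen; the other tests were planned.

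The 4 LFD pups of number 50 (m-LF5, m-LF6, f-LF8 and f-LF9) lay toward the WSD pups, at a mean position of 0.713 (standard error 0.069) on the axis from the other LFD pups at 0 to the WSD pups at 1. A difference between the prefixes of the array names is argued against, because the pups of number 50 lay there with either prefix, at 0.654 and 0.772. A wrong diet recorded for number 50 stays open. The position of number 50 is above those of the WSD numbers 39, 48 and 40 when left out of the axis (0.257, 0.485 and 0.697). The LFD numbers 37 and 49 lay at 0.352 and 0.138. The array names carry an L for these 4 pups, as for the other LFD pups, but the labels do not define the parts of the names. Counting number 50 as WSD together with number 39, which holds no males, as LFD gave 930 genes in males at p 0.01 against 608. All pups share a model, so this fit does not separate the effects of these numbers. On the gut epithelium markers, however, number 50 lay at 0.00 in females and 0.07 in males relative to the LFD mean. These values are near the other LFD numbers (-0.16 to 0.08) and below the WSD numbers (0.29 to 0.42). A likeness of pups of one number in every number also stays open: without number 50, deviations from the group mean correlated by a mean r of -0.03 within a number and -0.13 between numbers (permutation p = 0.0099). Differences between dams may also be the cause. The labels do not give the dam per pup, so dams were not tested as such. The number may mark the dam, in which case number and dam are the same cause.

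Xist was at 9.30 in m-LF6 and 7.92 in m-WS1, against 3.82 ± 0.39 in the other 10 males and 11.78 ± 0.07 in the 15 females (SD). Mixed-in RNA of a female pup would need a share of 17.5% in m-LF6 and 6.48% in m-WS1, with a deviation of the Y-linked genes of -0.28 and -0.10. Their deviations were -0.20 and 0.09, against an SD of 0.14 among the other males, so whether female RNA was mixed in cannot be told from this test. An additional X chromosome in every cell is argued against. Kdm6a, Eif2s3x, Kdm5c and Pbdc1 lay at a mean position of 0.098 in m-LF6 (standard error 0.035) and 0.167 in m-WS1 (standard error 0.107). On this scale the other males lie at 0 and the females at 1. An additional X chromosome in only a part of the cells was not tested and stays open. No other biological explanation was tested.

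The pericentral beta-catenin targets, with Glul and Rhbg, fell in males by a mean of 0.31. A single number in the array names is argued against, since the mean change was -0.23 without number 40, which lowered it most. A lower share of hepatocytes is argued against, since the periportal genes, also of hepatocytes, had a mean change of 0.13 (standard error 0.065). Sampling of different lobule zones stays open: over all 27 pups the deviations of both scores had Pearson's r = -0.29 (permutation p = 0.146) and Spearman's rho = -0.32 (permutation p = 0.102), and r = -0.16 without the 2 pups farthest from the median. An effect of maternal diet on pericentral genes is the biological explanation that the design gives. It stays open beside sampling and differences between numbers or dams.

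Other splits of the same pups into groups of the same sizes, 100 in each case with the real one, were fitted in the same way. These splits move single pups, whereas each number lies within 1 diet and pups of one number were more alike than pups of different numbers (permutation p = 0.0099), so what follows holds for pups taken as independent. On that condition chance is excluded for the 608 genes of males at p 0.01 (1 split as large; highest other 581) and for the 79 at an adjusted p under 0.05 (1 split; 52). It is excluded for the 561 genes of females (1 split, 524), for their 33 at the adjusted threshold (2 splits, 45) and for the 270 genes that differ in response (2 splits, 293). The 18 genes that differ between the sexes on WSD (1 split, 2) include 8 of the sex chromosomes, which differ whenever pups are split by sex. Their count therefore cannot decide on chance for the autosomal genes, which were not compared with splits on their own. For lists chance is excluded for the pericentral genes in males (0.31 in size, 1 split, 0.29), with an exact permutation p over all splits of 0.00216 (adjusted over the 26 lists 0.0281). It is not excluded for cholesterol synthesis in females (0.45, 4 splits; 0.47) and the myeloid markers in males (0.45, 4 splits; 0.67), since the exact permutation p over all splits, which the 100 only sample, was 0.0122 and 0.0584, and 0.159 and 0.217 adjusted over the lists. For the 8 genes that differ between the sexes on LFD chance is not excluded by count, with 5 splits as large. The highest other split called 492 genes, and what made it large was not tested. The count is of any genes, whereas these 8 are all of the sex chromosomes, so it cannot decide on chance for them. Splits that keep whole numbers together are 10, too few for a share under 0.05; 2 gave as many genes in males (608, highest other 930) and 2 in females (561, highest other 825), the higher one being numbers 37, 39 and 49 against 40, 48 and 50, and with number as a random block the counts were 422 and 381, and 7 and 9 at the adjusted threshold.

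A pup lay far from the others of its group, by a gap to the nearest pup too large a part of the whole range for Dixon's test, in 42 of 544 groups, where chance gives about 1 in 20. Values are the pup's deviation from the mean of the other pups of its group, on the log2 scale for genes and list scores. For m-LF6 these were Cyp2b10 (1.91), Igll1 (1.29), Mug2 (1.10), Aldh1a1 (1.13), Wnt2 (-0.95), Pls1 (-0.28), Xist (5.49), the Y-linked and Xist list (1.25) and the lymphocyte markers (0.63). For m-LF5 they were Atp2b2 (0.73), Lss (0.68), Cyp2d9 (0.50) and fatty acid oxidation (0.27), and for m-LF1 Apoa2 (-0.14). For m-WS1 they were Xist (4.08), Kdm5c (0.18), the Y-linked and Xist list (1.07) and the periportal genes (-0.24), and for m-WS2 Acot4 (-0.59), Ednrb (0.55) and Aqp7 (-0.29). Among the other WSD males were Cyp2c50 (0.78) and the stellate markers (-0.12) in m-WS5, Dixdc1 in m-WS6 (-0.49), Bmp2 in m-WS3 (-0.36) and Cdc6 in m-WS4 (-0.21). In LFD females they were Cyp2d9 (-0.56), Slc13a3 (-0.51) and Lrp5 (-0.37) in f-LF8, Pdk4 (0.73) and fatty acid oxidation (0.23) in f-LF1, Dkk3 in f-LF2 (0.42), Casp8 in f-LF3 (-0.21), Tmem64 in f-LF6 (0.11) and acute phase genes in f-LF9 (0.39). In WSD females they were Dmbt1 (3.01), Igll1 (-1.05), Mki67 (-0.71) and PC2 (-7.90) in f-WS2, and Casp8 (-0.29), immediate-early genes (0.30) and adipose markers (0.17) in f-WS6.

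The response of 7 lists differed between the sexes by camera at the preset correlation, given as male minus female change. These differences were -0.38 for cholesterol synthesis (adjusted p = 1.47e-05), -0.33 for the pericentral genes (adjusted p = 1.68e-07) and -0.25 for cell cycle (adjusted p = 3.31e-09). They were 0.19 for the periportal genes (adjusted p = 0.0227), 0.22 for the myeloid markers (adjusted p = 0.0407) and -0.17 for sex-biased liver genes (adjusted p = 0.0407). For foetal liver genes the difference was -0.22 (adjusted p = 0.0478, and 0.0703 with the number of the array names as a random block). The difference of the foetal liver genes was -0.13 without m-LF5, and that of the myeloid markers 0.14 without m-LF2, 0.37 without m-LF5, 0.13 without f-LF8 and 0.12 without f-WS2. Without number 40, cholesterol synthesis was -0.22, the pericentral genes -0.21 and cell cycle -0.13; without 39, cholesterol synthesis was -0.57, the periportal genes 0.05 and the myeloid markers 0.09; without 48, the pericentral genes were -0.57, the myeloid markers 0.40 and the foetal genes -0.14; without 50, the periportal genes were 0.12, the myeloid markers 0.33 and the foetal genes -0.14; and without 49, the sex-biased genes were -0.10. With an estimated correlation none passed, with adjusted p from 0.514 to 0.823, and fry called none.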

How the results depend on the processing

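Leaving out m-LF6 and m-WS1, the mean of the probe sets of a gene and each probe set on its own were chosen after seeing the data; all other settings were planned. Over 61 settings, of which 27 leave out 1 pup, the 147 gene results gave 7617 values: 6827 kept their direction and their side of p 0.01, 705 kept the direction and no longer passed, and 23 kept it and newly passed. The other 62, of 13 genes, turned in direction and passed neither before nor after; they are given at the end. Of 416 values of counts, correlations, lists and principal components, 303 stayed the same. The cause of the changes below was not tested. Values of genes that passed were lost most often for Tmem64 (33 of 51 settings) and Ctnnbip1 (32 of 52) in females and Pdk4 (30 of 52) and Dsg1c (28 of 52) in males. Signal over background limits the arrays to the 12623 to 12923 genes at an intensity of at least 20, and simulated changes of 0.3 were recovered at the adjusted threshold for 53.5% of genes in males and 60.0% in females.

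The 608 genes of males at p 0.01 were 377 and 74 with arrays of prefix 73 or 74 only, 395 with the number as a random block and the prefix as a fixed block, 242 with arrays of the same number and sex averaged, and 400, 324, 349 and 965 without number 37, 48, 49 and 50. The 79 at an adjusted p under 0.05 were 33 with no filter, 159 with each sex fitted alone, 138 with the replicate block, 50 with the prefix as a fixed block, 14 and 0 with prefix 73 or 74 only, 7 with the number as a random block and 7 with the prefix added, 0 when averaged, 236 with array weights and 229 without m-LF6 and m-WS1. Without number 37, 40, 48, 49 and 50 they were 2, 0, 5, 1 and 488. Replicate numbers did not pair pups: of 27 pups, 4 had their highest correlation across groups with a pup of their own replicate number. The 561 genes of females were 199 and 208 with prefix 73 or 74 only, 360 with the number and prefix as blocks, 175 when averaged, and 326 and 169 without number 40 and 49. The 33 at the adjusted threshold were 16 with each sex fitted alone, 2 and 0 with prefix 73 or 74 only, 9 with the number as a random block and 3 with the prefix added, 0 when averaged, 103 with array weights and 88 with each probe set on its own. Without number 37, 39, 40, 49 and 50 they were 188, 69, 2, 0 and 160.

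The 270 genes that differ in response were 93 and 72 with prefix 73 or 74 only, 99 when averaged, and 103 and 159 without number 40 and 49; 0 at the adjusted threshold (limma; 1060 at p 0.05) became 2 without number 48. The 8 genes that differ between the sexes on LFD were 3 with prefix 74 only. The 18 on WSD were 7 and 4 with prefix 73 or 74 only, 7 when averaged, 30 with array weights, and 10, 8 and 43 without number 39, 40 and 50. The 27 genes up in both sexes were 54 with the replicate block, 1 with prefix 74 only, 15 with the number as a random block, 3 when averaged, 56 with array weights, 1 at the adjusted threshold, 153 at p 0.05, and 50, 17, 4, 7 and 113 without number 39, 40, 48, 49 and 50. The 18 down in both were 28 with quantile normalization, 36 with the replicate block, 0 with prefix 74 only, 6 when averaged, 39 with array weights, 1 at the adjusted threshold, 78 at p 0.05, and 36, 6, 7, 4 and 62 without the same numbers. The 7 opposite genes were 4 at an intensity of at least 50, 3 with each sex fitted alone, 0 with either prefix only, 2 with the number as a random block and 1 with the prefix added, 2 when averaged, 0 at the adjusted threshold, 27 at p 0.05, and 2, 3, 0, 3 and 3 without number 37, 39, 40, 49 and 50. The correlation across genes of 0.28 was 0.052 with prefix 74 only and turned to -0.0115 without number 48.

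The 12 lists that shifted in males were 6 with prefix 73 only, 5 without number 50, 0 with an estimated correlation and 1 by fry; the 6 in females were 3 and 2 without number 37 and 40, 0 with an estimated correlation and 2 by fry. The mean of the pericentral genes in males, -0.31, no longer passed with an estimated correlation or by fry (adjusted p = 0.34 and 0.0617), and that of cholesterol synthesis in females, 0.45, no longer passed with an estimated correlation (adjusted p = 0.427) and was 0.23 without number 40. PC1, at 25.1%, held 30.2% with 500 genes and 16.3% with all filtered genes; PC2, at 21.5%, held 13.8% with all filtered genes, 12.4% with scaled genes and 12.9% without Xist and the Y-linked genes.

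Leaving out single pups, the 79 genes of males lay between 11 and 289: 22 without m-LF1, 11 without m-LF2, 12 without m-LF3, 18 without m-LF4, 28 without m-LF5, 289 without m-LF6, 27 without m-WS2, 11 without m-WS3, 20 without m-WS4, 22 without m-WS5, 38 without m-WS6 and 128 without f-LF8. The 33 of females lay between 4 and 53: 50 without m-LF5, 53 without f-LF3, 13 without f-LF5, 21 without f-LF6, 14 without f-LF7, 17 without f-LF8, 16 without f-WS2, 4 without f-WS3, 19 without f-WS4 and 10 without f-WS6. The 18 genes that differ between the sexes on WSD lay between 11 and 33, with 11 without f-WS1, 29 without f-WS5 and 33 without f-WS6. The genes up in both sexes lay between 16 and 39, with 16 without f-WS3 and 16 without f-WS6; those down in both lay between 11 and 31, with 31 without f-LF8 and 11 without f-WS3. The opposite genes lay between 2 and 9: 2 without m-LF5 or f-WS3; 3 without m-LF1, m-LF4, m-WS2, f-LF4, f-LF8, f-WS1, f-WS2 or f-WS4; 4 without m-LF2, m-LF3, m-WS3, f-LF1, f-LF5 or f-LF7. The lists that shifted in females lay between 3 (without f-WS3) and 8. The correlation across genes lay between 0.18 (without f-WS5) and 0.37. The share of rises in males that rose in both sexes lay between 4.79% and 11.2% (5.14% without f-WS3, 4.79% without f-WS6), that of rises in females between 4.46% (without m-WS4) and 10.1%, that of falls in males between 4.14% (without f-WS3) and 10.6% (without f-LF8; 9.71% without f-LF9), and that of falls in females between 7.14% and 18.0% (without f-LF8; 15.7% without m-LF6). No single pup moved the following by over 1.5 times: males at p 0.01 lay between 487 and 812, females between 377 and 633, the genes that differ in response between 196 and 398, the pericentral genes between -0.34 and -0.27 and cholesterol synthesis between 0.35 and 0.54.

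The genes that turned had changes in males of -0.02 (Hdac2), 0.01 (Apoa2), -0.11 (Cyp51), 0.18 (Sqle), -0.20 (Xist), -0.07 (Mki67) and -0.09 (Top2a), and in females of -0.09 (Abcg5), -0.12 (Ces3b), 0.54 (Cyp2b10), 0.02 (Wnt2), -0.03 (Smad3) and 0.01 (Glul). With prefix 73 only, Hdac2 was 0.0689, Sqle -0.47, Xist 1.36, Abcg5 0.031, Ces3b 0.21, Wnt2 -0.31 and Glul -0.17; with prefix 74 only, Apoa2 was -0.0045, Cyp51 0.45, Cyp2b10 -0.28, Smad3 0.15 and Mki67 0.018. Without number 37, Hdac2 was 0.0687 and Apoa2 -0.0075; without 39, Abcg5 0.0031, Ces3b 0.16, Wnt2 -0.19 and Glul -0.14; without 40, Apoa2 -0.0068, Sqle -0.021, Abcg5 0.0043 and Glul -0.027; without 48, Cyp51 0.21 and Xist 0.99; without 50, Ces3b 0.065, Wnt2 -0.094, Xist 0.58 and Glul -0.052. With the replicate block, Ces3b was 0.0798, Wnt2 -0.055 and Glul -0.0034; with array weights, Wnt2 -0.10 and Glul -0.067; Wnt2 was -0.0087 with quantile normalization and -0.015 with the prefix as a fixed block. Xist was 0.10 when averaged and 0.035 without m-LF6 and m-WS1, where Sqle was -0.11, and Top2a 0.061 with the mean of the probe sets. Leaving out single pups, Hdac2 lay between -0.0696 and 0.048, Apoa2 between -0.012 and 0.0298, Cyp51 between -0.24 and 0.055, Sqle between -0.041 and 0.42, Ces3b between -0.23 and 0.016, Wnt2 between -0.12 and 0.10, Xist between -0.88 and 0.72 and Glul between -0.064 and 0.11.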

Differences from the paper's values

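The alternatives of mean probe sets, of each probe set on its own and of the fit without m-LF6 and m-WS1 were chosen after the result was seen; the others were set before the data were examined.

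The paper gives about 10% for the share of down-regulated genes that overlapped in both sexes and does not state the base of this share. At the paper's threshold, the share here is 10.5% of the falls in females, and for males the share is 6.41%. It lies within 1.5 times the paper's value with an intensity of at least 50 (6.85%), quantile normalization repeated (9.66%), the replicate block (12.8%), the prefix as a fixed block (7.69%), prefix 73 only (7.74%), the number as a random block (7.41%) also with the prefix (7.14%), array weights (11.3%), without number 37 (7.36%), 39 (12.4%) or 50 (14.2%), and without m-LF2, m-LF5, m-LF6, m-WS2, m-WS3, m-WS5, f-LF1, f-LF3, f-LF4, f-LF5, f-LF8, f-LF9, f-WS1 or f-WS2. It does not under the other 24 of these 49 alternatives: no IQR filter, no filter, no trend, IBMT, each sex alone, median centring, prefix 74 only, averaging, without number 40, 48 or 49, and without each of the other pups. The paper gives 4 genes that changed oppositely in the sexes, and the value here is 7. Of 51 alternatives, 31 lie within 1.5 times the paper's value: an intensity of at least 50 (4 genes), no trend, IBMT, each sex alone, median centring, quantile normalization, the replicate block, array weights, without number 39, 49 or 50, and without each of 20 pups, with 4 genes without m-LF2, m-LF3, m-WS3, f-LF1, f-LF5 or f-LF7. The other 20 do not: no IQR filter, no filter, each of the blocks with prefix or number, either prefix only, averaging, without number 37, 40 or 48, both other thresholds, and without m-LF5, m-LF6, f-LF3, f-LF6, f-WS3, f-WS5 or f-WS6. All 4 genes that Table 2 lists as opposite changed so here.

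The paper describes rises and falls as near equal in number in each sex, and its supplement holds 367 rises in females, of the paper's 604 genes; in females 69.3% of the changed genes rose here, 57.1% with arrays centred on their median and 50.4% with quantile normalization repeated. The paper states that the female response did not correlate with the male one; across genes r was 0.28 here, 0.05 with prefix 74 only and -0.01 without number 48. The paper describes the sexes as distinct clusters by PC1. Here the lowest male on PC1, m-LF2, lay at -0.13 and the highest female, f-LF8, at 0.84. On PC2 these pups lay far apart, at -11.3 and 11.2, so this overlap holds for PC1 taken alone. The supplement's sheet headed up-regulated in males holds 330 genes, of which all 289 tested had a negative change here, and the sheet headed down-regulated holds 356, of which all 321 tested had a positive change; the direction matches after exchanging the headings.

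Of the 31 genes that Table 2 gives as up in both sexes, 28 were tested, 23 rose in males, 27 in females and 22 in both. Those not called in males were Atp5c1 (0.12) and Bcas2 (0.13), called under none of 52 settings; Qdpr (0.16), called without the IQR filter, with no filter, with quantile normalization, with the prefix as a block, without number 39 or 40 and without m-WS2, f-WS2 or f-WS5; Idh2 (0.13), called without the IQR filter, with no filter, without number 40 or 50, with array weights, without m-LF5, m-WS1 or f-WS4, and without m-LF6 and m-WS1 together; and Oga (0.11), called without number 50, with array weights and without m-LF6. In females Tead1 (0.11) was not called, but was without the IQR filter, with no filter, at an intensity of at least 50, with IBMT, with the replicate block, with the prefix as a block, with prefix 73 only, with number and prefix as blocks, with the mean of probe sets and without f-LF3, f-LF4, f-LF7, f-LF8, f-WS1 or f-WS5. Slc9a3r1, which failed the IQR filter, was called in both sexes without that filter and with no filter. Of the 26 given as down in both, 20 were tested, and 20 fell in males and 16 in females. Not called in females were Prpf4 (-0.13), called with quantile normalization, without number 39, with array weights and without f-LF4, f-LF8 or f-WS1; Casp8 (-0.15), called with quantile normalization, with the prefix as a block, with prefix 73 only, with number and prefix as blocks, without number 37 or 39, with array weights and without m-LF5 or f-LF3; Sntb1 (-0.12), called with quantile normalization and without number 50; and Syt1 (-0.19), called with quantile normalization, with the replicate block, without number 48 or 50 and without f-LF9.

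For the Wnt/beta-catenin genes, the paper's text places Med12 and Hdac2 among the genes up in males; Med12 had a change of 0.13 and was called without number 48, m-WS4 or m-WS6, and Hdac2 one of -0.02 and was called in males under none of 52 settings. It places Bmp2 among those down in males; its change of -0.15 was called under no setting. In females Hdac2 rose and Bmp2 fell, as Figure 4 marks them; Tle2, also marked there for females, had a change of -0.14 and was called without f-WS5 (-0.19). Of the genes that the text names as up in the males' cluster, 8 were tested, 7 had a positive change and 6 rose; of those named as down, 6 were tested, all had a negative change and 5 fell. The paper names Apoa2 among the genes up in males; its change was 0.01 there, called under no setting, and -0.09 in females, called without the IQR filter and with no filter.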

Other observations

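No test of an explanation is added here; the lists were chosen in advance, and the counts for probe sets outside the gene table and the spread of the LFD females were chosen after the result was seen.

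Of 4 markers of gut epithelium, Krt20 rose in both sexes and Fabp2 in females, also adjusted over the list alone, and the list means were 0.31 in males (median 0.13) and 0.35 in females. Fabp2 had a change of 0.21 in males (adjusted p of the difference 0.413), and the changes of the other 2 were -0.22 and 0.06 in males and -0.03 and 0.00 in females. On the list mean all 6 WSD pups of each sex lay above the LFD mean. The list had an adjusted p of 0.0416 in males and 0.0118 in females, and adjusted p = 0.34 and 0.0915 with an estimated correlation. By fry the adjusted p was 0.0146 and 0.000533. The exact permutation p was 0.00216 in males (adjusted over the lists 0.0281) and 2e-04 in females, the smallest that 9 pups against 6 allow (adjusted over the lists 0.0052). Table 2 lists Krt20 as up in both sexes from these same pups, so the p-values of this list are not independent evidence. The permutation test takes pups as independent, although each number lies within 1 diet. Of 21 endothelial markers, 12 had a negative change in males and 16 in females; 5 fell in males, also adjusted over the list alone, with the endothelin receptor Ednrb going from 9.23 ± 0.52 to 8.23 ± 0.24 (SD, n = 6 each; adjusted p = 0.0232) and Vwf, the clotting factor of larger vessels, at -0.54 (adjusted p = 0.033), and 1 fell in females, none adjusted over the list alone. Their mean was -0.11 in males (-0.05 without number 48), with a median of -0.01 (adjusted p = 0.0128), and -0.07 in females (-0.02 without number 49; adjusted p = 0.0155), and adjusted p = 0.494 and 0.865 with an estimated correlation; pup by pup the exact permutation p was 0.123 and 0.0805.

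In males, the macrophage scavenger receptor Cd163 fell by 0.59 (adjusted p = 0.0437), the 1 Kupffer marker of 14 that changed, also adjusted over the list alone (mean -0.12, but -0.03 without m-LF5, -0.07 without m-WS3, -0.19 without m-LF4, number 37 or number 49, and 0.00 without number 50; adjusted p = 0.0128, and adjusted p = 0.494 with an estimated correlation). Of 8 cholangiocyte markers 1 rose, Sox9, and 1 fell, also adjusted over the list alone (mean -0.25, but -0.10 without m-LF4 and -0.09 without number 49; adjusted p = 0.0344, and adjusted p = 0.475 with an estimated correlation). Of 18 stellate and fibroblast markers 3 fell, also adjusted over the list alone (mean -0.05, adjusted p = 0.109). Of 12 sex-biased adult liver genes 3 fell, also adjusted over the list alone, with Cyp2d9, higher in adult males, at -0.48 (adjusted p = 0.0392; list mean -0.12, but -0.07 without m-WS2, number 37 or number 40 and -0.21 without number 48, adjusted p = 0.0344, and adjusted p = 0.475 with an estimated correlation). Of 22 xenobiotic and CAR/PXR targets 2 rose and 4 fell, also adjusted over the list alone (mean -0.11, adjusted p = 0.114). Of 23 genes of the TCA cycle and oxidative phosphorylation 2 rose, also adjusted over the list alone: Sdhb, and Suclg1 at 0.24 (adjusted p = 0.033; list mean 0.06, but 0.03 without m-LF5 and 0.09, -0.01 and 0.02 without number 40, 48 and 50, adjusted p = 0.0128, and adjusted p = 0.494 with an estimated correlation). Of 16 acute phase and interferon genes 1 rose and 1 fell, also adjusted over the list alone (mean 0.22, adjusted p = 0.142), and of 11 circadian genes 1 rose, also adjusted over the list alone (mean 0.03, adjusted p = 0.335). No immediate-early, pancreatic, adipose, or Y-linked and Xist gene changed, also adjusted over the list alone (means 0.13, -0.08, -0.01 and 0.03; adjusted p = 0.206, 0.263, 0.693 and 0.335), and with limma 1, 0, 0 and 1 of them had a p of at most 0.05.

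In females, the myeloid markers had a mean change of 0.24 (0.12, 0.37, 0.11, 0.14 and 0.40 without number 37, 39, 40, 49 and 50) with no gene changed, also adjusted over the list alone (adjusted p = 0.0477, adjusted p = 0.865 with an estimated correlation and 0.076 with the number as a random block; 4 had a p of at most 0.05 by limma), and the lymphocyte markers one of 0.15 with none changed, also adjusted over the list alone (adjusted p = 0.427; 1 had a p of at most 0.05). Among the markers, 1 stellate marker fell and Meg3 rose among the foetal liver genes, each also adjusted over the list alone (list means -0.02 and 0.03, adjusted p = 0.279 and 0.75). Further, 1 periportal and 1 erythroid gene fell and Cyp3a44 rose among the sex-biased genes, none of them adjusted over the list alone, where the list means were -0.05, -0.04 and 0.05 (adjusted p = 0.353, 0.353 and 0.705). No Kupffer, cholangiocyte, circadian, immediate-early, acute phase, pancreatic, adipose, or Y-linked and Xist gene changed, also adjusted over the list alone; the means of these lists lay between -0.04 and 0.19 and their adjusted p between 0.247 and 0.966, and by limma 1, 0, 0, 1, 4, 0, 0 and 0 genes had a p of at most 0.05. On the pericentral genes the LFD females fell apart, with f-LF1, f-LF4, f-LF5 and f-LF8 between -0.39 and -0.20 and the other 5 between 0.16 and 0.25 relative to their mean. Of 7667 probe sets that name no gene, 91 changed in males and 195 in females (131 up) at p 0.01, where 76.7 would by chance, and none at an adjusted p under 0.05 by limma. Of 940 probe sets listed with several genes, 32 changed in males and 67 in females, where 9.4 would by chance, with 8 and 9 at an adjusted p under 0.05.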
